# Characterization of Lgr6+ Cells as an Enriched Population of Hair Cell Progenitors Compared to Lgr5+ Cells for Hair Cell Generation in the Neonatal Mouse Cochlea

**DOI:** 10.3389/fnmol.2018.00147

**Published:** 2018-05-14

**Authors:** Yanping Zhang, Luo Guo, Xiaoling Lu, Cheng Cheng, Shan Sun, Wen Li, Liping Zhao, Chuijin Lai, Shasha Zhang, Chenjie Yu, Mingliang Tang, Yan Chen, Renjie Chai, Huawei Li

**Keywords:** Wnt, Lgr5, Lgr6, proliferation, differentiation, hair cell, inner ear, RNA-Seq

## Abstract

Hair cell (HC) loss is irreversible because only very limited HC regeneration has been observed in the adult mammalian cochlea. Wnt/β-catenin signaling regulates prosensory cell proliferation and differentiation during cochlear development, and Wnt activation promotes the proliferation of Lgr5+ cochlear HC progenitors in newborn mice. Similar to *Lgr5*, *Lgr6* is also a Wnt downstream target gene. Lgr6 is reported to be present in adult stem cells in the skin, nail, tongue, lung, and mammary gland, and this protein is very important for adult stem cell maintenance in rapidly proliferating organs. Our previous studies showed that Lgr6+ cells are a subpopulation of Lgr5+ progenitor cells and that both Lgr6+ and Lgr5+ progenitors can generate Myosin7a+ HCs *in vitro*. Thus we hypothesized that Lgr6+ cells are an enriched population of cochlear progenitor cells. However, the detailed distinctions between the Lgr5+ and Lgr6+ progenitors are unclear. Here, we systematically compared the proliferation, HC differentiation, and detailed transcriptome expression profiles of these two progenitor populations. We found that the same number of isolated Lgr6+ progenitors generated significantly more Myosin7a+ HCs compared to Lgr5+ progenitors; however, Lgr5+ progenitors formed more epithelial colonies and more spheres than Lgr6+ progenitors *in vitro*. Using RNA-Seq, we compared the transcriptome differences between Lgr5+ and Lgr6+ progenitors and identified a list of significantly differential expressed genes that might regulate the proliferation and differentiation of these HC progenitors, including 4 cell cycle genes, 9 cell signaling pathway genes, and 54 transcription factors. In conclusion, we demonstrate that Lgr6+ progenitors are an enriched population of inner ear progenitors that generate more HCs compared to Lgr5+ progenitors in the newborn mouse cochlea, and the our research provides a series of genes that might regulate the proliferation of progenitors and HC generation.

## Introduction

Hearing loss is a permanent sensory disorder affecting all populations throughout the world, and sensory hair cell (HC) loss is the main reason for permanent hearing loss (Bohne et al., 1976; Kelley, 2006). In non-mammalian vertebrates, HCs are able to regenerate to recover lost hearing function through direct differentiation and mitotic regeneration (Corwin and Cotanche, 1988; Ryals and Rubel, 1988; Stone and Cotanche, 2007). In mammals, the vestibular system has the capacity for only very limited spontaneous HC regeneration (Forge et al., 1993; Warchol et al., 1993; Kawamoto et al., 2009; Burns et al., 2012; Golub et al., 2012), and the neonatal mouse cochlea still has some progenitors that have a limited ability to regenerate HCs if they are damaged during early neonatal development (Jan et al., 2013; Cox et al., 2014). However, upon maturation, HC loss in mammals tends to be irreversible because HC progenitors gradually lose their regenerative capacity as the animal ages and because of the complex organization of progenitors and other cells within the fully developed organ of Corti (Oesterle et al., 2008; Warchol, 2011).

During cochlear development, both HCs and supporting cells (SCs) originate from prosensory progenitor cells that express the cyclin dependent kinase inhibitor p27 kip1 (Cdkn1b) (Chen and Segil, 1999). Prosensory regions can be identified at embryonic day (E)11. The progenitors of HCs and SCs are still proliferating at E12 (Ruben, 1967), but between E13 and E14 most of the cells in the prosensory region begin to exit the cell cycle (Ruben, 1967). The progenitors located in the apical cochlear duct exit the cell cycle earlier than those in the basal cochlear duct (Ruben, 1967). Starting at E13.5, the progenitors in the mid-basal cochlear duct begin to differentiate into HCs and to spread bidirectionally (Chen et al., 2002); the formation of HCs is finished when the entire length of the cochlear epithelium is patterned into three outer rows of HCs and one inner row between E17 and E18 (Chen and Segil, 1999; Chen et al., 2002). HC maturation is finished when the key proteins, such as prestin, are expressed in the outer HCs (Belyantseva et al., 2000). It was reported that isolated SCs in the neonatal cochlea have the ability to proliferate and differentiate into HCs *in vitro* (White et al., 2006; Sinkkonen et al., 2011), although the postnatal sensory HCs and SCs are postmitotic *in vivo*. SCs in the mouse cochlea and utricle have been regarded as a reliable source of HC regeneration after damage (Li et al., 2003, 2015; White et al., 2006; Lin et al., 2011; Sinkkonen et al., 2011; Golub et al., 2012; Cox et al., 2014; Wang et al., 2015). Wnt/β-catenin signaling plays important roles by regulating the differentiation and proliferation of prosensory cells in cochlear development (Chai et al., 2012; Shi et al., 2012), and when Wnt/β-catenin signaling is knocked out or inhibited sensory progenitor cells cannot proliferate and differentiate into HCs (Jacques et al., 2012; Shi et al., 2014). *Lgr5*, one of the Wnt downstream target genes, is expressed in a subset of SCs in the cochlea (Chai et al., 2011), and Lgr5+ cells have been identified as an enriched HC progenitor population compared to the rest of the SC population in many studies (Chai et al., 2012; Shi et al., 2012).

Similar to *Lgr5*, *Lgr6* is also a Wnt downstream target gene, and it is present in adult stem cells in the skin, nail, tongue, lung, and mammary gland (Snippert et al., 2010; Oeztuerk-Winder et al., 2012; Ren et al., 2014; Lehoczky and Tabin, 2015; Blaas et al., 2016). Lgr6 is very important for adult stem cell maintenance in rapidly proliferating organs. In the adult mouse skin, Lgr6+ cells can proliferate and differentiate into all skin cell lineages, and they function in wound repair (Snippert et al., 2010). Lgr6+ cells give rise to the nails during homeostatic growth, and they play a role during digit tip regeneration (Lehoczky and Tabin, 2015). In the tongue, Lgr6+ stem cells can generate mature taste cells within the taste papillae *in vitro* (Ren et al., 2014). In the lung, E-Cad/Lgr6+ cells can self-renew and differentiate into bronchial and alveolar tissue (Oeztuerk-Winder et al., 2012). In the mammary gland, adult Lgr6+ stem cells can sustain alveologenesis throughout multiple pregnancies (Blaas et al., 2016).

In our previous study, we found that Lgr6 was only expressed in the inner pillar cells (IPs) from the embryonic to the neonatal period in the mouse cochlea and that these cells were a distinct subpopulation of Lgr5+ progenitors (Zhang et al., 2015). When we isolated the Lgr6+ cells by flow cytometry, they could generate Myosin7a+ HCs *in vitro*, and thus we hypothesized that Lgr6+ cells are an enriched cochlear progenitor population that generate HCs more efficiently than Lgr5+ progenitors. However, the detailed proliferation and differentiation ability of Lgr6+ progenitors has not been studied yet, and the differences between the Lgr5+ and Lgr6+ progenitors has been unclear.

In this study, we undertook a comprehensive comparison between the Lgr5+ and Lgr6+ progenitors. We found that Lgr6+ progenitors had a significantly greater capacity to generate Myosin7a+ HCs than Lgr5+ progenitors, while Lgr5+ progenitors had a greater capacity to proliferate than Lgr6+ progenitors. RNA-seq was performed to explore the differences of transcriptome expression profiles between these two HC progenitors, and we identified a set of significantly differentially expressed genes that might play roles in the proliferation and differentiation of HC progenitors. In summary, our data demonstrate that Lgr6+ progenitors are an enriched population of HC progenitor cells, and we provide a set of candidate genes that might serve as new potential therapeutic targets for HC generation.

## Materials and Methods

### Experimental Animals

Transgenic mice were purchased from Jackson Laboratory, including Lgr5-EGFP-IRES-creERT2 (Stock #008875) and Lgr6-EGFP-IRES-CreERT2 mice (Stock #016934). DirectPCR Lysis Reagent (Mouse Tail) (102-T, Viagen) was used to isolate genomic DNA from mouse tail tips. Genotyping of transgenic mice was performed as in our previous study (Zhang et al., 2015). All protocols were approved by the Animal Care and Use Committee of Fudan University and were consistent with the National Institutes of Health Guide for the Care and Use of Laboratory Animals. We made all efforts to minimize the number of animals used and alleviate their suffering.

### Isolation of Lgr5+ Progenitors and Lgr6+ Progenitors via Flow Cytometry

The isolation of HC progenitors was performed as in previous studies (Zhang et al., 2015; Waqas et al., 2016; Cheng et al., 2017). Briefly, postnatal day (P)0–P3 mouse sensory epithelium samples were digested by 0.125% trypsin/EDTA (Invitrogen) in 0.01M PBS for 9 min at 37°C. The reaction was terminated by soybean trypsin inhibitor (10 mg/ml; Worthington Biochem). Following mechanical trituration with about 80–100 strokes with blunt tips (Eppendorf, #22491245), isolated cells were percolated through a 40 μm cell strainer (BD Biosciences). Non-viable cells were labeled by propidium iodide (1 μg/ml, Sigma). Dissociated cells were then sorted using the GFP channel on a MoFlo^®^ SX FACS cytometer (Beckman Coulter), and the EGFP+ cells were collected. Isolated cells were lysed in RLT buffer (Qiagen) for quantitative real-time PCR (q-PCR) assay or stored at -80°C until RNA-Seq analysis. For each RNA-Seq library, nearly 10,000 sorted cells were used. Re-sort analysis, immunofluorescence, and q-PCR were used to confirm the identity of the sorted cells.

### Sphere-Forming Assay and Differentiation Assay

The sphere-forming assay and differentiation assay were performed as in previous studies (Waqas et al., 2016; Cheng et al., 2017). For the sphere-forming assay, sorted Lgr5+ and Lgr6+ cells were cultured separately at a density of 2 cells/μl in low attachment dishes (Costar, 3599) in DMEM/F12 medium supplemented with N2 (1%, Invitrogen, 17502), B27 (2%, Invitrogen, 17504), EGF (20 ng/ml, Sigma, E9644), IGF (50 ng/ml, Sigma, I8779), heparan sulfate (20 ng/ml, Sigma, H4777), β-FGF (10 ng/ml, Sigma, F0291), and ampicillin (0.1%, Sigma, A9518). After 5 days in culture, the numbers of spheres were quantified. Then the spheres were plated on laminin/polylysine (1:1)-coated 4-well dishes and cultured for 10 days in DMEM/F12 media with N2, B27, and 0.1% ampicillin for the differentiation assay. For the direct differentiation assay, flow cytometry-isolated Lgr5+ and Lgr6+ cells (at a density of 20 cells/μl) were plated on laminin/polylysine coated dishes and cultured for 10 days in DMEM/F12 media with N2, B27, and 0.1% ampicillin. EdU (10 ng/ml, Sigma, F0291) was added in the medium to measure the proliferation of the Lgr5+ and Lgr6+ cells. After 10 days, the cells and spheres were fixed and immunostained for different markers.

### Cryosection, Immunostaining, and Image Acquisition

Cryosections were made according to a previous study (Zhang et al., 2015). In brief, P3 cochleae from Lgr6-EGFP-Ires-CreERT2 and Lgr5-EGFP-Ires-CreERT2 mice were fixed in 4% paraformaldehyde (PFA), and a Leica CM3050S microtome was used to make the cryosections. The spheres and isolated cells were fixed overnight at 4°C in 4% PFA. Non-specific binding was blocked with 10% donkey serum in 0.01 M PBS for 1 h at 37°C. Samples were incubated overnight at 4°C with primary antibodies, including anti-Myo7a (Proteus Bioscience, #25-6790, 1:1,000 dilution), anti-Sox2 (Santa Cruz, #sc-17320, 1:500 dilution), anti-EGFP (Abcam, 1:1,000 dilution), and anti-cytokeratin (Sigma-Aldrich, C2562, 1:200 dilution). After rinsing with 0.01 M PBS three times, the samples were incubated for 1 h at 37°C with corresponding secondary antibodies, including antibodies conjugated with FITC, Cy3, or Cy5 (1:500 dilution, Jackson ImmunoResearch). 4,6-diamidino-2-phenylindole (DAPI, 1:800 dilution, Sigma-Aldrich) was used to label cell nuclei. Cell proliferation was labeled with the Click-it EdU imaging kit (Invitrogen). Images were captured with a Leica SP8 confocal microscope. ImageJ (NIH) and Photoshop CS4 (Adobe System) were used to analyze the images.

### Quantitative Real-Time PCR

The total RNA from the flow cytometry-isolated GFP+ cells was extracted with an RNeasy micro kit (Cat. #74004, Qiagen). A PrimerScript II 1st Strand cDNA Synthesis Kit (Cat. #6210A, TaKaRa) was used to synthesize the cDNA. q-PCR was performed using SYBR Premix Ex Taq II (Tli RNaseH Plus) (Cat. #RR820A, TaKaRa) on an AB 7500 Real-Time PCR System. The ΔΔCT method was used to analyze the gene expression level. Primers for the q-PCR assay are listed in **Supplementary Table S1**.

### RNA-Seq and Data Analysis

Approximately 10,000 FACS-isolated Lgr5+ or Lgr6+ cells from P3 cochleae were dissolved in RNALater. The extracted RNA from Lgr5+ or Lgr6+ cells was split into three fractions for separate replicates. The SMART-Seq v4 Ultra Low Input RNA Kit and Illumina mRNA-Seq Sample Prep Kit were used for library preparation, and library quality was analyzed using an Agilent Bioanalyzer. An Illumina HiSeq2500 Platform was used to generate 150-bp paired-end sequences. Fastq format RNA-Seq reads were trimmed using Trimmomatic. We mapped the clean reads to the mouse reference genome (mm9) using TopHat (Trapnell and Schatz, 2009). Transcripts and genes were annotated according to the RefGene database (NCBI). Differential gene expression analysis was performed using Cufflinks. Genes with *p*-values < 0.05 were noted as significantly differentially expressed.

### Statistical Analyses

GraphPad Prism software was used for statistical analyses. Two-tailed, unpaired Student’s *t*-tests were used to determine statistical significance. Data are shown as the means ± SE, and *p* < 0.05 was considered statistically significant.

## Results

### Lgr6 Was Expressed in a Subpopulation of Lgr5+ Progenitors in P3 Cochleae

First, we assessed the expression pattern of Lgr5 and Lgr6 in the P3 mouse sensory epithelium using Lgr5-EGFP-Ires-CreERT2 and Lgr6-EGFP-Ires-CreERT2 mice. Consistent with our previous studies (Chai et al., 2011; Zhang et al., 2015), immunohistochemical results showed that Lgr5 was expressed in the IPs, the inner phalangeal cells (IPCs), the third row of Deiters’ cells (DC3), and the lateral greater epithelial ridge (GER) in the whole mounts and cryosections of the sensory epithelium (**Figures 1A,B**), and the Lgr5 expression pattern was similar from the apex to the base in the cochlear duct (**Supplementary Figure S2**). Lgr6 was only expressed in a subset of the IPs, which are a subpopulation of Lgr5+ progenitors (**Figures 1A,B**), and Lgr6 was only expressed in the basal and middle turns of the organ of Corti (**Supplementary Figure S2**).

**FIGURE 1:**
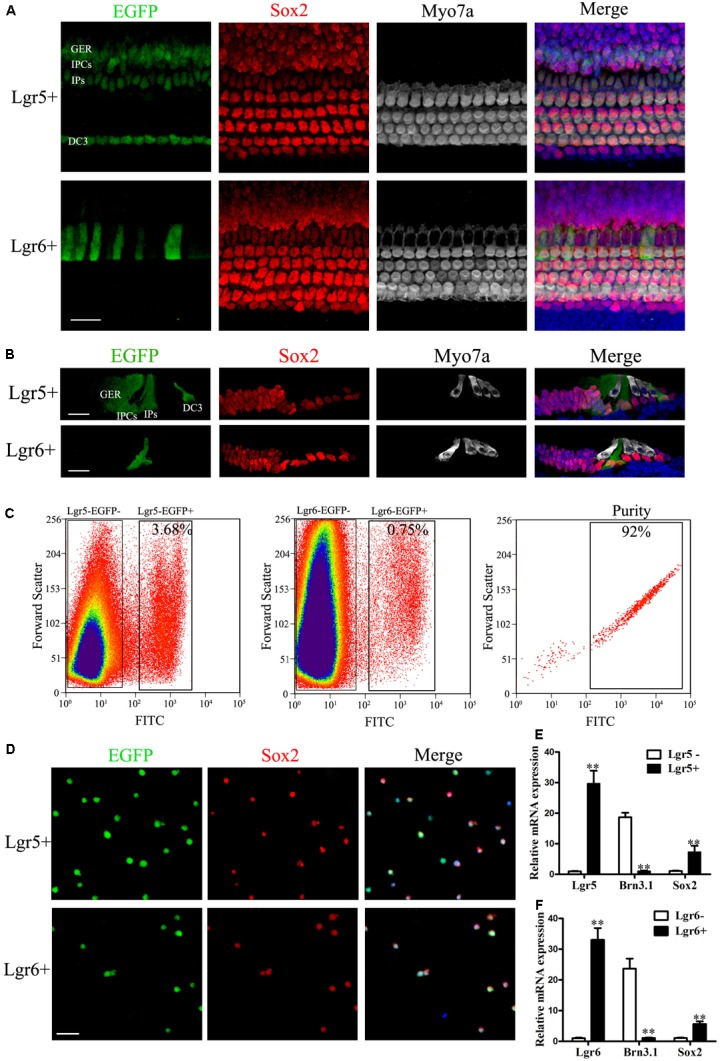
Re-sort analysis, immunostaining, and q-PCR of flow-sorted Lgr5+ and Lgr6+ cells from the postnatal cochlea. **(A)** At P3, Lgr5 was expressed in the third row of Deiters’ cells (DC3), the inner pillar cells (IPs), the inner phalangeal cells (IPCs), and the lateral GER, while Lgr6 was only expressed in the IPs. **(B)** Cryosection showed that Lgr5 was expressed in DC3s, IPs, IPCs and the GER, and Lgr6 was only expressed in a subset of IPs in the P3 organ of Corti. **(C)** GFP+ cells and GFP– cells were isolated using flow cytometry. Re-sort analysis of GFP+ cells demonstrated > 90% purity. **(D)** Immunostaining of Lgr5+ cells and Lgr6+ cells from the cochlea showed a high percentage of Sox2+ (95.4% and 95.2%, respectively) and GFP+ (95.8% and 96.6%, respectively) cells, and no Myo7a+ cells, among the sorted cells. **(E,F)** q-PCR showed that isolated Lgr5+ cells and Lgr6+ cells had significantly higher Lgr5 and Lgr6 expression, slightly higher Sox2 expression, and significantly lower Brn3.1 expression compared to the Lgr5- cells and Lgr6– cells, respectively. Scale bars are 20 μm. ^∗∗^*p* < 0.01.

Previous studies showed that both Lgr5+ and Lgr6+ progenitors can generate HCs *in vitro* (Chai et al., 2012; Zhang et al., 2015). In order to determine the HC generation ability and proliferation ability of these two progenitor populations, we isolated the Lgr5+ and Lgr6+ progenitors via flow cytometry from P0–P3 Lgr5-EGFP-Ires-CreERT2 and Lgr6-EGFP-Ires-CreERT2 transgenic mice. We found that around 3.68% of the isolated cells were Lgr5+ and around 0.75% of the isolated cells were Lgr6+ (**Figure 1C**). Immunofluorescent staining showed that 95.8% of the Lgr5+ progenitors (**Figure 1D**) and 95.6% of the Lgr6+ progenitors (**Figure 1D**) sorted by flow cytometry were GFP+. Isolated Lgr5+ and Lgr6+ progenitors showed no staining for the HC marker Myo7a (data not shown), but nearly all cells showed staining for the SC marker Sox2 (95.4 and 95.2%, respectively) (**Figure 1D**). q-PCR was performed immediately after FACS to determine the purity of FACS-isolated Lgr5+ and Lgr6+ cells, and the results showed that the Lgr5+ and Lgr6+ progenitors had significantly higher Lgr5 and Lgr6 expression, respectively, and both populations had higher Sox2 expression and lower HC marker Brn3.1 expression compared to Lgr5- and Lgr6- cells (*p* < 0.05, **Figures 1E,F**). These results confirmed the high purity of the sorted Lgr5+ and Lgr6+ progenitors.

### Lgr6+ Progenitors Generate Significantly More HCs Than Lgr5+ Progenitors *in Vitro*

The differentiation assay used in this study was a standard method to investigate the differentiation and proliferation ability of HC progenitors as previously reported (Chai et al., 2012; Shi et al., 2012; Waqas et al., 2016; Cheng et al., 2017). To explore the HC generation capability of Lgr5+ and Lgr6+ progenitors, 2,000 sorted GFP+ cells were cultured in polylysine-laminin coated 4-well dishes at a density of 20 cells/μl in serum-free medium for 10 days. EdU was added to label the mitotically generated cells from day 3 to day 8, and the cells were then immunostained with antibodies against the HC marker Myo7a (**Figure 2A**). The results showed that both Lgr5+ and Lgr6+ progenitors could generate Myo7a+ cells and Myo7a+ colonies (*n* = 4, **Figures 2B–D**), and we found that the same number of Lgr6+ progenitors generated significantly more HCs than Lgr5+ progenitors (361.8 ± 28.35 HCs and 137.5 ± 12.7 HCs, respectively) (*p* < 0.01, *n* = 4, **Figures 2D,E**). We also used the epithelium marker cytokeratin to label the colonies and found that compared with the Lgr5+ progenitors, the Lgr6+ progenitors generated more HCs outside of the colonies, which represent the directly differentiated HCs (104 ± 13.72 HCs and 325.5 ± 29.85 HCs, respectively, per 2,000 cells) (*p* < 0.01, *n* = 4, **Figure 2E**). However, when we counted the cytokeratin-positive colonies, we found that the Lgr5+ progenitors generated significantly more colonies than the Lgr6+ progenitors (20.5 ± 0.65 colonies and 9.75 ± 1.11 colonies, respectively, per 2,000 cells) (*p* < 0.01, *n* = 4, **Figure 2F**). Moreover, the number of Myo7a+ colonies generated from the Lgr5+ progenitors was also significantly greater than the number of Myo7a+ colonies generated from the Lgr6+ progenitors (13.25 ± 1.65 Myo7a+ colonies and 5.75 ± 0.85 Myo7a+ colonies, respectively, per 2,000 cells) (*p* < 0.01, *n* = 4, **Figure 2F**). However, each Myo7a+ colony from the Lgr6+ progenitors generated significantly more HCs than the Myo7a+ colonies from Lgr5+ progenitors (6.30 ± 0.68 HCs and 2.5 ± 0.58 HCs, respectively, per colony) (*p* < 0.01, *n* = 4, **Figure 2H**). When we counted the Myo7a and EdU double positive (Myo7a+/EdU+) cells, we observed Myo7a+/EdU+ cells inside of the colonies in both Lgr5+ and Lgr6+ progenitors. Meanwhile, Lgr5+ progenitors generated significantly more Myo7a+/EdU+ HCs than the Lgr6+ progenitors (11.0 ± 0.91 HCs and 1.5 ± 0.29 HCs, respectively, per 2,000 cells) (*n* = 4, **Figure 2G**). Thus, together the total number of Myo7a+ HCs inside of the colony, which represents the mitotically generated HCs, was not statistically different between the Lgr5+ and Lgr6+ progenitors (33.0 ± 3.67 HCs and 36.25 ± 2.18 HCs, respectively, per 2,000 cells) (*n* = 4, **Figure 2E**). When we calculated the percentages, we found that the majority of the HCs generated from Lgr6+ progenitors were outside of the colony (89.78%), while the HCs generated from Lgr5+ progenitors were 75.91% outside of the colony and 24.09% inside of the colony. Together, these results demonstrated that Lgr6+ progenitors generated significantly more HCs than Lgr5+ progenitors and that Lgr6+ progenitors generated HCs mainly through direct differentiation, while Lgr5+ progenitors generated HCs through both direct differentiation and mitotic generation. This also indicates that the Lgr5+ populations other than inner pillar cells are responsible for the mitotic HC generation.

**FIGURE 2:**
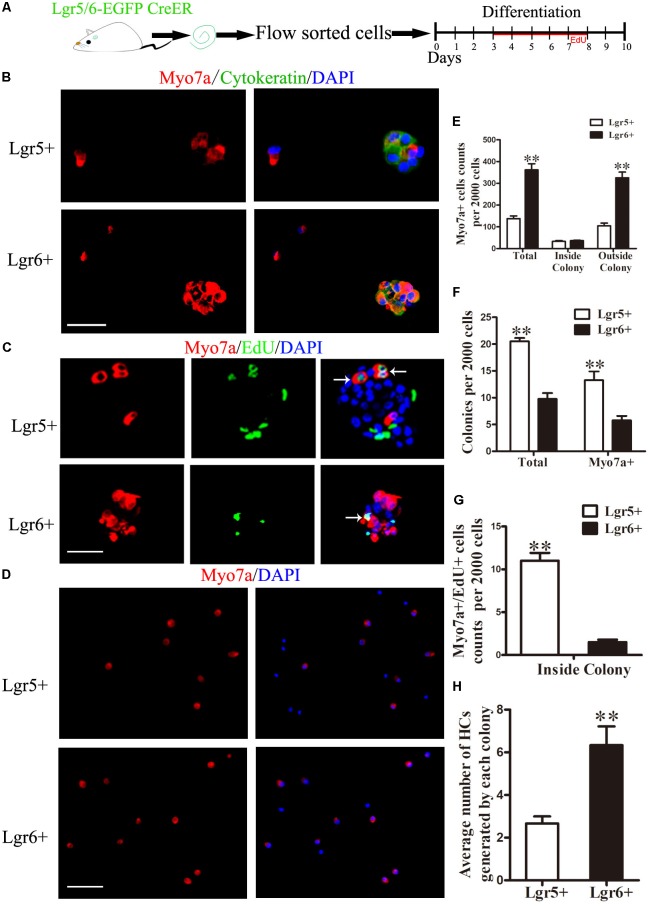
Lgr6+ progenitors generate more HCs compared to Lgr5+ progenitors *in vitro.* **(A)** Schematic depicting the experimental process. We dissected the cochleae and then cultured the sorted GFP+ cells at 20 cells/μl for 10 days. **(B)** Both Lgr5+ and Lgr6+ progenitors could generate Myo7a+ colonies. **(C)** Both Lgr5+ and Lgr6+ progenitors could generate Myo7a+/EdU+ cells inside of the colonies. **(D)** Both Lgr5+ and Lgr6+ progenitors could generate Myo7a+ cells outside the colonies. **(E)** The total number of Myo7a+ cells in each well per 2,000 cells and the numbers of Myo7a+ cells inside and outside the colonies. The Lgr5+ progenitors formed around 140 Myo7a+ cells per 2,000 cells and about 33 Myo7a+ cells inside the colonies, while the Lgr6+ progenitors formed around 360 Myo7a+ cells per 2,000 cells and about 36 Myo7a+ cells inside the colonies. **(F)** The numbers of colonies in each well per 2,000 cells. The Lgr5+ progenitors formed around 20 colonies and 10 Myo7a+ colonies, while the Lgr6+ progenitors formed around 13 colonies and 6 Myo7a+ colonies. **(G)** Lgr5+ progenitors generated significantly more Myo7a+/EdU+ cells than Lgr5+ progenitors inside of the colonies (11.0 ± 0.91 and 1.5 ± 0.29 HCs, respectively). **(H)** Each Myo7a+ colony from the Lgr6+ progenitors generated significantly more HCs than the Myo7a+ colonies from Lgr5+ progenitors. ^∗∗^*p* < 0.01, *n* = 4. Scale bars are 20 μm.

### Lgr5+ Progenitors Have Greater Sphere-Forming Ability, While Lgr6+ Progenitors Have Greater HC Generation Ability *in Vitro*

It has been reported that postnatal Lgr5+ progenitors can proliferate and form spheres when cultured in serum-free medium (Chai et al., 2012; Shi et al., 2012). In order to specifically compare the proliferative ability between Lgr5+ and Lgr6+ progenitors, we performed a sphere-forming assay. A total of 2,000 isolated Lgr5+ and Lgr6+ progenitors (2 cells/μl) were cultured in 24-well ultra low-attachment plates for 5 days in the medium that is suitable for sphere forming (**Figure 3A**). The number and the diameter of spheres generated from Lgr5+ or Lgr6+ progenitors were measured to determine the proliferation capacity of HC progenitors (**Figure 3B**). Both the numbers and the diameters of the spheres generated from Lgr5+ progenitors were significantly greater than spheres generated from the Lgr6+ progenitors (*p* < 0.05, *n* = 4, **Figure 3C**). To further evaluate the HC generation capacity of the spheres derived from Lgr5+ and Lgr6+ progenitors, we collected the spheres and allowed them to differentiate in serum-free medium for another 10 days (**Figure 3A**). Then we quantified the number of Myo7a+ HCs in all differentiated spheres generating from the 2,000 isolated cells and in each differentiated sphere (**Figures 3F,G**). Among the spheres generated from Lgr5+ progenitors, around 60.47% contained Myo7a+ HCs, while 45.61% of the spheres generated from Lgr6+ progenitors contained Myo7a+ HCs (**Figures 3D,E**). Moreover, in the spheres containing Myo7a+ HCs, our results showed that each Lgr6+ sphere generated significantly more Myo7a+ HCs compared to the Lgr5+ spheres (9.77 ± 0.45 HCs/sphere and 4.38 ± 0.48 HCs/sphere, respectively) (*p* < 0.01, *n* = 4, **Figure 3F**). In total, the 2,000 Lgr6+ progenitor cells generated significantly more Myo7a+ HCs than the same number of Lgr5+ progenitors (263.7 ± 5.78 HCs and 227.3 ± 11.36 HCs, respectively) (*p* < 0.05, *n* = 4, **Figure 3G**). These results indicated that Lgr5+ progenitors have greater proliferation and sphere-forming capacity, while Lgr6+ progenitors have greater HC generation ability *in vitro*.

**FIGURE 3:**
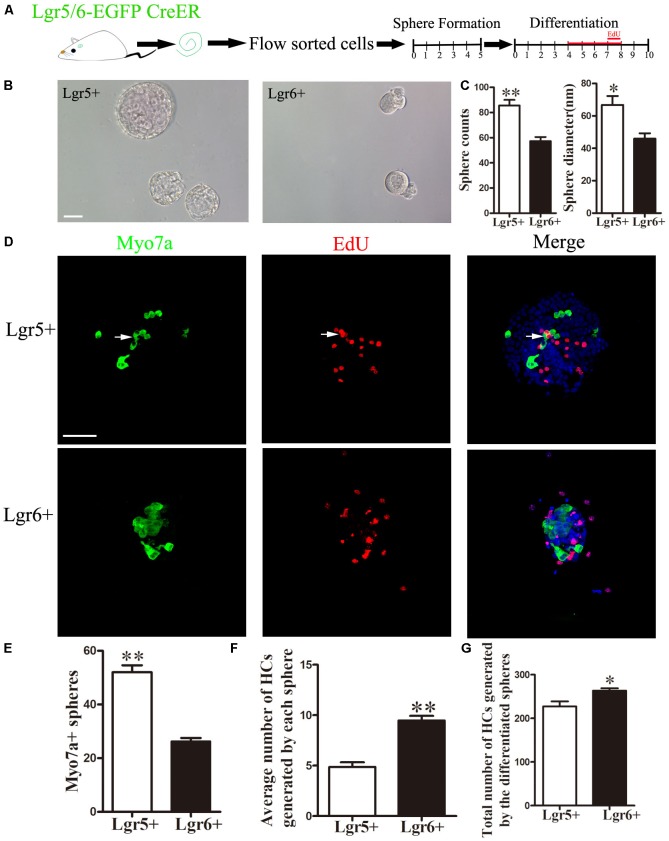
Lgr5+ progenitors have greater sphere-forming ability than Lgr6+ progenitors, and Lgr6+ progenitors have greater differentiation ability than Lgr5+ progenitors **(A)** Schematic depicting the experimental procedure. Cochleae were dissected, and flow-sorted Lgr5+ and Lgr6+ progenitors were cultured for 5 days in ultra low-attachment dishes, after which the spheres were transferred to laminin/polylysine (1:1)-coated 4-well dishes and cultured for another 10 days with EdU added to the medium from day 4 to day 8. **(B)** Both Lgr5+ and Lgr6+ progenitors could generate spheres. **(C)** Lgr5+ progenitors generated significantly more spheres than Lgr6+ progenitors, and spheres from Lgr5+ progenitors had a significantly larger diameter than those from the Lgr6+ progenitors. **(D)** Differentiated spheres from Lgr5+ progenitors generated Myo7a+ HCs and Myo7a+/EdU+ double-positive cells (arrows). Differentiated spheres from Lgr6+ progenitors also generated Myo7a+ HCs. **(E)** Lgr5+ progenitors generated significantly more Myo7a+ spheres than those from Lgr6+ progenitors. **(F)** Each differentiated sphere from Lgr6+ progenitors generated significantly more Myo7a+ HCs than those from Lgr5+ progenitors. **(G)** The 2,000 differentiated spheres from Lgr6+ progenitors generated significantly more Myo7a+ HCs than those from Lgr5+ progenitors. ^∗^*p* < 0.05; ^∗∗^*p <* 0.01, *n* = 4. Scale bars are 50 μm.

### Analysis of RNA-Seq Results

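The RNA-Seq experiment compared Lgr5+ progenitors, which are EGFP+ cells sorted from the cochleae of Lgr5-EGFP-IRES-CreERT2 mice, with Lgr6+ progenitors sorted in the same way from Lgr6-EGFP-IRES-CreERT2 mice, both at postnatal day 3. The sample labels list 2 libraries for each population, whereas the methods state that the RNA extracted from each population was split into 3 fractions for separate replicates. Replicates made in this way share one RNA extraction. The authors amplified cDNA with a low-input kit, trimmed the reads with Trimmomatic, mapped them with TopHat and calculated FPKM and differential expression with Cufflinks. The table that the authors deposited holds 1 FPKM value for each gene in each population, in which the replicates are already combined, for 23997 genes. It also holds the *p*-value and the *q*-value of the authors' own comparison. If the replicates of a population share one RNA extraction, neither value measures variation between separate sorts or animals. Values of single libraries were not analysed here, so the spread between replicates is not known and the differences between the populations have no replicate check. The FPKM values summed to 754163 in Lgr5+ progenitors and to 627932 in Lgr6+ progenitors, so the Lgr6+ sum was 83.3% of the Lgr5+ sum. FPKM was listed at 0 for 9439 genes in Lgr5+ progenitors and for 8215 genes in Lgr6+ progenitors. A value of 0 in such a table can also be a failed estimate, so no ratio of FPKM is given against it. Genes listed at 0 in 1 population still enter counts, rankings and medians on the log2(FPKM + 1) scale described here, where the added 1 sets the size of their change. The 13436 genes with an FPKM of at least 1 in at least 1 population were kept. The median FPKM of these genes was 9.40 in Lgr5+ progenitors and 9.95 in Lgr6+ progenitors. The log2 change of a gene is its log2(FPKM + 1) in Lgr6+ progenitors minus that in Lgr5+ progenitors, so it is negative for genes higher in Lgr5+ progenitors, and the added 1 understates the change of genes with low FPKM. Its median over the kept genes was 0.03. A kept gene was counted as differentially expressed when it differed by at least 1.5-fold on this scale and its *p*-value in the authors' deposited table was under 0.05.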

In order to shed light on the mechanism involved in the proliferation and differentiation of Lgr5+ and Lgr6+ progenitors, we collected 10,000 FACS-isolated Lgr5+ and Lgr6+ cells from P3 cochleae to perform gene expression analysis using RNA-Seq to investigate differentially expressed genes between Lgr5+ and Lgr6+ progenitors. 

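The deposited table gives a chromosomal interval for each gene but no read counts. For 19655 gene symbols that are also in the annotations of both mouse genome builds GRCm38 and NCBIM37, the build known as mm9, 99.1% of the intervals overlapped the gene in GRCm38 and 12.8% overlapped it in NCBIM37. The start lay within 2 kb of the annotated start for 83.9% of the genes in GRCm38 and for 4.57% in NCBIM37. The gene positions given with the values are therefore those of the deposited table, read as GRCm38. Low FPKM values fall on steps, since a gene can hold only whole fragments. For 7328 genes with 1 annotated transcript, low FPKM values were multiplied by the transcript length less 200 bases. In Lgr5+ progenitors 96 of these products lay at a step of 0.129, against 10.5 in stretches of the same width beside it, and 27 lay at 2 such steps, against 4 beside them. In Lgr6+ progenitors 41 lay at a step of 0.0403, against 3.5 beside it. If a step is 1 fragment, these steps stand for 7772479 fragments in Lgr5+ progenitors and 24832022 in Lgr6+ progenitors, a ratio of 3.19. The steps are those of the combined values, and the depth of single libraries was not read from them.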

Between 11.9 million and 28.0 million paired-end reads were obtained for each sample, in which 51.0–75.7% of the reads were mapped correctly to the reference genome (mouse mm9). Every gene expression was measured by FPKM (Fragments Per Kilobase of transcript per Million fragments mapped) as in a previous report (Chen et al., 2017). 

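When genes were ranked by FPKM, 176 of the 200 highest genes were shared by the Lgr5+ and Lgr6+ progenitors. The lowest FPKM among the 200 genes was 659 in Lgr5+ progenitors and 577 in Lgr6+ progenitors. These genes made up 47.8% of the summed FPKM in Lgr5+ progenitors and 41.99% in Lgr6+ progenitors. Ribosomal protein genes accounted for 65 of them in Lgr5+ progenitors and for 64 in Lgr6+ progenitors. The highest value in Lgr5+ progenitors was that of *Malat1*, on chromosome 19 from 5795689 to 5802671, with an FPKM of 9615 against 4506 in Lgr6+ progenitors. The highest value in Lgr6+ progenitors was that of *Ftl1*, on chromosome 7 from 45457943 to 45459886, with an FPKM of 5532 against 6203 in Lgr5+ progenitors. These genes are named because they rank highest, which was seen only in the values.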

The top 200 most abundant genes in the Lgr5+ and Lgr6+ progenitors are shown in **Supplementary Figure S1**.

### Differentially Expressed Genes in Lgr5+ and Lgr6+ Progenitors

Top differentially expressed genes in these two HC progenitors were selected for further analysis. The expression levels above background and at least 1.5-fold different between these two groups were defined as differentially expressed genes (**Figure 4A**, *p* < 0.05). 

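Without any *p*-value, 3136 kept genes were at least 1.5-fold higher in Lgr5+ progenitors and 3826 were at least 1.5-fold higher in Lgr6+ progenitors on the log2(FPKM + 1) scale. At 2-fold these numbers were 1575 and 2443, and no other alternative moved the former as far. The larger side depended on the setting, with 3450 and 3285 after quantile normalization and 2414 and 2415 at a minimum FPKM of 5. When an FPKM of at least 1 was asked of both populations, which was chosen after seeing the data, they were 2516 and 2392. In the authors' deposited table, 1707 of all 23997 genes have a *p*-value under 0.05, of which 834 have the higher FPKM in Lgr5+ progenitors and 873 in Lgr6+ progenitors. The *p*-value in the authors' deposited table is 1 for 11432 genes, 888 of which were kept here. Recalculating Benjamini-Hochberg values over the 12565 genes with a *p*-value under 1 gave the *q*-values of the authors' deposited table to within 5.26e-07, so genes with a *p*-value of 1 were not counted among the tests. By that *q*-value, 433 genes of the authors' deposited table are under 0.05, of which 195 are higher in Lgr5+ progenitors and 238 in Lgr6+ progenitors.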

We found that there were 1,157 and 862 differentially highly expressed genes in Lgr5+ progenitors and Lgr6+ progenitors, respectively. 

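With both conditions applied to the kept genes, 801 genes were higher in Lgr5+ progenitors and 861 were higher in Lgr6+ progenitors, so 51.8% of the differentially expressed genes were higher in Lgr6+ progenitors. The alternative that moved these numbers most was the use of the authors' *q*-value in place of the *p*-value, which left 195 and 234 genes. The split between the populations depended on the fold threshold and on the lowest FPKM allowed. With a 2-fold threshold, 530 genes were higher in Lgr5+ progenitors and 759 in Lgr6+ progenitors, and the share higher in Lgr6+ progenitors was 58.9%. With an FPKM of at least 5 in at least 1 population, 740 genes were higher in Lgr5+ progenitors and 665 in Lgr6+ progenitors. With an FPKM of at least 1 in both populations, a setting chosen after seeing the data, the numbers were 705 and 554, and the share higher in Lgr6+ progenitors was 44.003%. After quantile normalization 701 and 864 genes passed.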

The top 100 differentially expressed genes between these two progenitors are shown in **Figures 4B,C**. 

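Of the genes shown in Figures 4B,C, all 100 of the Lgr5+ panel and all 100 of the Lgr6+ panel are the genes with the largest ratio of FPKM among those with a *p*-value under 0.05 in the authors' deposited table and an FPKM of at least 1 in both populations. The ratio ran from 3.78 to 11.99 in the Lgr5+ panel, with a median of 4.77, and from 5.22 to 61.3 in the Lgr6+ panel, with a median of 6.98. The *q*-value in the authors' deposited table is under 0.05 for 18 genes of the Lgr5+ panel and for 14 of the Lgr6+ panel. When genes below an FPKM of 1 in 1 population were included and the genes with a *p*-value under 0.05 in the authors' deposited table were ranked by log2 change, 47 of the Lgr5+ panel and 28 of the Lgr6+ panel stayed among the top 100. Among the differentially expressed genes, the 5 largest changes toward Lgr5+ progenitors were then those of *Scg2*, *Tnnt2*, *Aqp5*, *Fkbp1b* and *Ppp1r3e*, which had FPKM values of 29.3, 27.3, 25.5, 13.5 and 12.4 in Lgr5+ progenitors and were listed at 0 in Lgr6+ progenitors. The 5 largest changes toward Lgr6+ progenitors were those of *C1qb*, *Igfbp7*, *C1qc*, *Tyrobp* and *Otos*. *C1qb*, *C1qc* and *Tyrobp* were listed at 0 in Lgr5+ progenitors and had FPKM values of 69.9, 47.1 and 43.025 in Lgr6+ progenitors. *Igfbp7* rose from an FPKM of 4.59 to 277.3, and *Otos* rose from 5.598 to 248. By the authors' *q*-value *Igfbp7* and *Otos* did not pass, at *q* = 0.298 and *q* = 0.313, while the other genes named here did. *Tyrobp* is on the list of macrophage marker genes and *Otos* on that of mesenchyme. Carry-over of such cells into the Lgr6+ sample was not tested separately for these genes. A log2 ratio against a value of 0 depends on the added 1, so the order of these genes does too.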

The functions of some genes have been studied in the sensory epithelium, including *Hes5*, *Hey2*, *Gata2*, *Fgfr2*, and *Stox1*, which were highly expressed in the Lgr5+ progenitors, and *Adk* and *Otoa*, which were highly expressed in the Lgr6+ progenitors. However, the expression of most differentially expressed genes and their functions in the ear have not been reported.

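*Hes5*, on chromosome 4 from 154960922 to 154962371, had an FPKM of 505 in Lgr5+ progenitors and 91.7 in Lgr6+ progenitors, a log2 change of -2.45, with *p* = 5e-05 and *q* = 0.00334 in the authors' deposited table. *Hey2*, on chromosome 10 from 30832358 to 30842783, fell from 19.02 in Lgr5+ progenitors to 3.48 in Lgr6+ progenitors, a log2 change of -2.16, with *p* = 0.0148 and *q* = 0.202 in the authors' deposited table. For *Gata2* the FPKM was 52.4 and 11.0, a log2 change of -2.16, and *q* = 0.0481 in the authors' deposited table. *Fgfr2* had FPKM values of 8.06 and 1.99 and *Stox1* had 14.4 and 2.65, log2 changes of -1.60 and -2.07. In the authors' deposited table these 2 genes have *p* = 0.0391 and *p* = 0.0344, with *q* = 0.334 and *q* = 0.317. *Adk*, on chromosome 14 from 21052573 to 21448569, rose from 2.23 in Lgr5+ progenitors to 15.5 in Lgr6+ progenitors, a log2 change of 2.35, and the authors' deposited table gives *p* = 0.0304 and *q* = 0.301. *Otoa*, on chromosome 7 from 121083437 to 121163089, rose from 7.51 to 54.0, a log2 change of 2.69, with *p* = 0.0006 and *q* = 0.0226 in the authors' deposited table. Of these genes, *Hes5*, *Gata2* and *Otoa* are under 0.05 by the *q*-value.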

**FIGURE 4:**
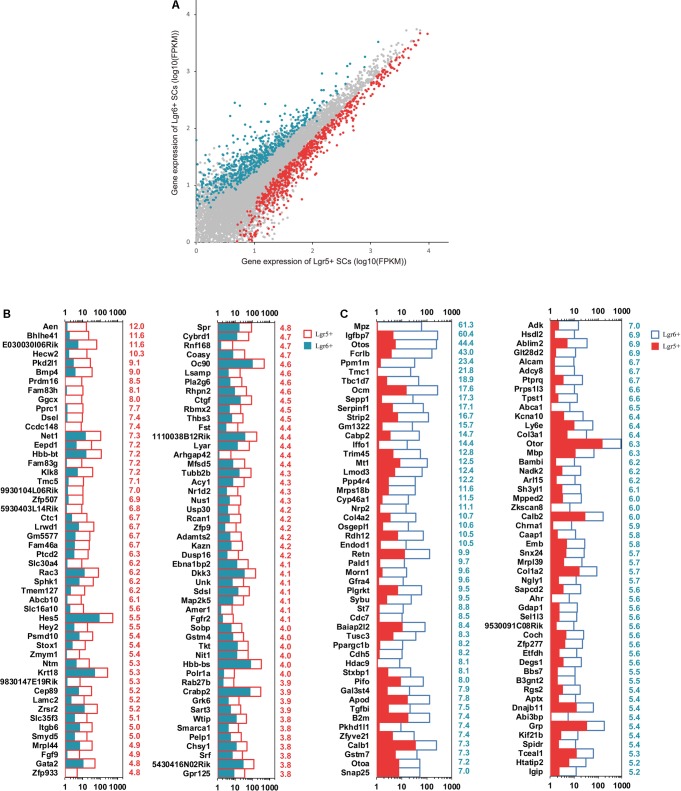
Differentially expressed genes in Lgr5+ progenitors and Lgr6+ progenitors. **(A)** X-Y scatter plot showing differentially expressed genes in Lgr5+ progenitors and Lgr6+ progenitors. The red dots represent highly expressed genes in Lgr5+ progenitors, and the blue dots represent highly expressed genes in Lgr6+ progenitors. **(B)** The 100 most differentially expressed genes in Lgr5+ progenitors. The numerical values in red on the right side of each panel represent the fold difference in expression in Lgr5+ progenitors versus Lgr6+ progenitors. **(C)** The 100 most differentially expressed genes in Lgr6+ progenitors. The numerical values in blue on the right side of each panel represent the fold difference in expression in Lgr6+ progenitors versus Lgr5+ progenitors.

### Transcription Factor Analysis

Transcription factors (TFs) play vital roles during sensory epithelium development and the differentiation of progenitor cells into HCs. 

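Figure 5A shows 54 TF genes, and all 54 were kept and differentially expressed here in the direction shown, 43 of them higher in Lgr5+ progenitors and 11 higher in Lgr6+ progenitors. The paper picked these genes by a *p*-value under 0.05, and the authors' FPKM and *p*-values were used here. Their passing is therefore no separate check. The 43 genes had a median log2 change of -1.38 and ranged from -2.99 for *Bhlhe41* to -0.93. The 11 genes had a median log2 change of 1.79 and ranged from 1.00 to 2.84 for *Maf*. The number that passed fell from 54 to 14 when the authors' *q*-value replaced the *p*-value, with 13 of the 14 higher in Lgr5+ progenitors. An FPKM of at least 1 in both populations was reached by 50 of the 54 genes. TF genes not shown in that panel were not analysed here as a group.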

In order to determine which TFs might play roles in regulating the HC generation ability of these two HC progenitors, we examined 1,301 TF genes and found 54 significantly differentially expressed TF genes (*p* < 0.05). *Esr2* was significantly more highly expressed in Lgr6+ progenitors compared to the Lgr5+ progenitors (**Figure 5A**). 

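*Esr2*, on chromosome 12 from 76120418 to 76177259, was listed at 0 in Lgr5+ progenitors and had an FPKM of 1.95 in Lgr6+ progenitors. The Lgr6+ value corresponds to 153 of the steps found in the low FPKM values of that population, and the gene met the conditions used here on the log2(FPKM + 1) scale. The authors' deposited table gives *p* = 0.00035 and *q* = 0.0151. It was the only 1 of the 11 TF genes higher in Lgr6+ progenitors with a *q*-value under 0.05 in the authors' deposited table.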

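Of the 43 TF genes of Figure 5A higher in Lgr5+ progenitors, *Id1*, *Nr2f1*, *Hes1* and *Sox4* are given because the paper names them. *Id1*, on chromosome 2 from 152736250 to 152737410, had an FPKM of 1143 in Lgr5+ progenitors and 488 in Lgr6+ progenitors, a log2 change of -1.23. *Nr2f1*, on chromosome 13 from 78188972 to 78236564, had 591 and 269, a log2 change of -1.13. For *Hes1*, on chromosome 16 from 30065356 to 30067796, the FPKM was 172 and 66.3 and the log2 change -1.36. *Sox4*, on chromosome 13 from 28950729 to 28953682, had 77.0 and 29.7, a log2 change of -1.35. In the authors' deposited table *Id1* and *Nr2f1* have the smallest *p*-value that the table lists, which 188 genes share, while *Hes1* has *p* = 0.00125 and *q* = 0.0390. *Sox4* has *p* = 0.00385 and *q* = 0.0867 in the authors' deposited table, so it passes by the *p*-value but not by the *q*-value.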

*Hey2*, *Hes1*, *Hes5*, *Sox4*, *Id1*, and *Nr2f1* were significantly highly expressed in Lgr5+ progenitors. *Hey2* (Doetzlhofer et al., 2009), *Hes1*, and *Hes5* (Zine et al., 2001; Kelley, 2006) are transcriptional repressors that negatively regulate HC differentiation, and *Sox4* (Gnedeva and Hudspeth, 2015), *Id1* (Ozeki et al., 2007), and *Nr2f1* (Tang et al., 2006) play roles in the developing sensory tissues of the mammalian inner ear by regulating cell proliferation and HC formation. To verify the RNA-Seq data, qPCR was performed and the results were consistent with above RNA-Seq analysis (**Figure 5B**). The functions of many differentially expressed TFs in the proliferation and differentiation of these two HC progenitors are unclear and need to be researched in the future.

**FIGURE 5:**
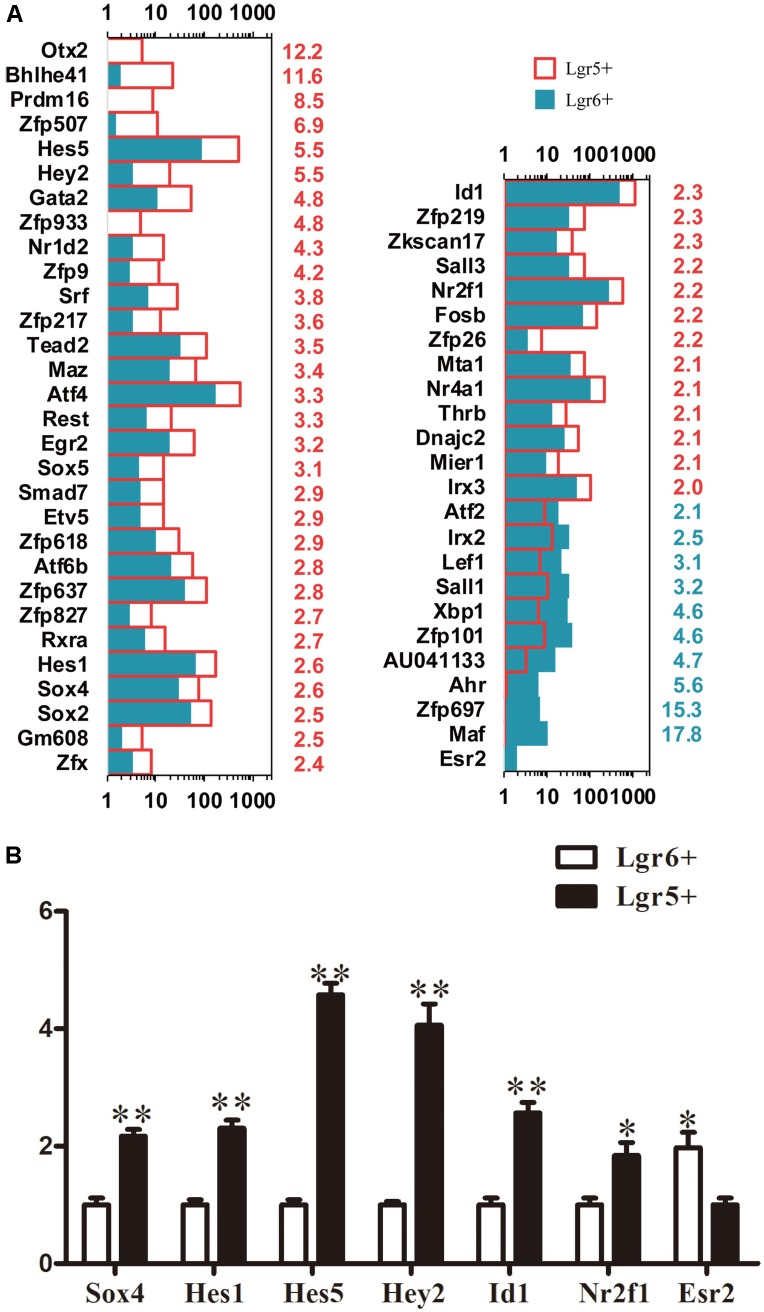
Genes regulating transcription factors. **(A)** Expression levels of differentially expressed TFs. The number in red on the right of each panel represents the fold difference in expression in Lgr5+ progenitors versus Lgr6+ progenitors, and the number in blue on the right of each panel represents the fold difference in expression in Lgr6+ progenitors versus Lgr5+ progenitors. **(B)** q-PCR analysis of the TF genes. ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, *n* = 3.

### Cell Cycle Analysis

Cell cycle analysis was performed to explore the mechanism behind the difference of proliferation ability between these two HC progenitors. A total of 41 cell cycle genes were examined, and 4 significantly differentially expressed cell cycle genes were found (*p* < 0.05). 

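Of the 41 cell cycle genes shown in Figure 6A, 2 were differentially expressed by the conditions used here, *Dst* and *Cdc7*, and 1 when the authors' *q*-value replaced the *p*-value. The log2 change was under 1.5-fold for 24 of the 41 genes and under 2-fold for 30. It was positive for 19 genes and negative for 22, with a median of -0.07, and ran from -1.54 for *Mcm2* to 2.63 for *Aurkb*. Among 10000 random lists of 41 genes matched on mean expression, this median lay at percentile 19.4, which describes these libraries and is not a test across replicates. With a minimum FPKM of 5, the alternative that moved it most, the percentile was 34.8.

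**Figure D1:**
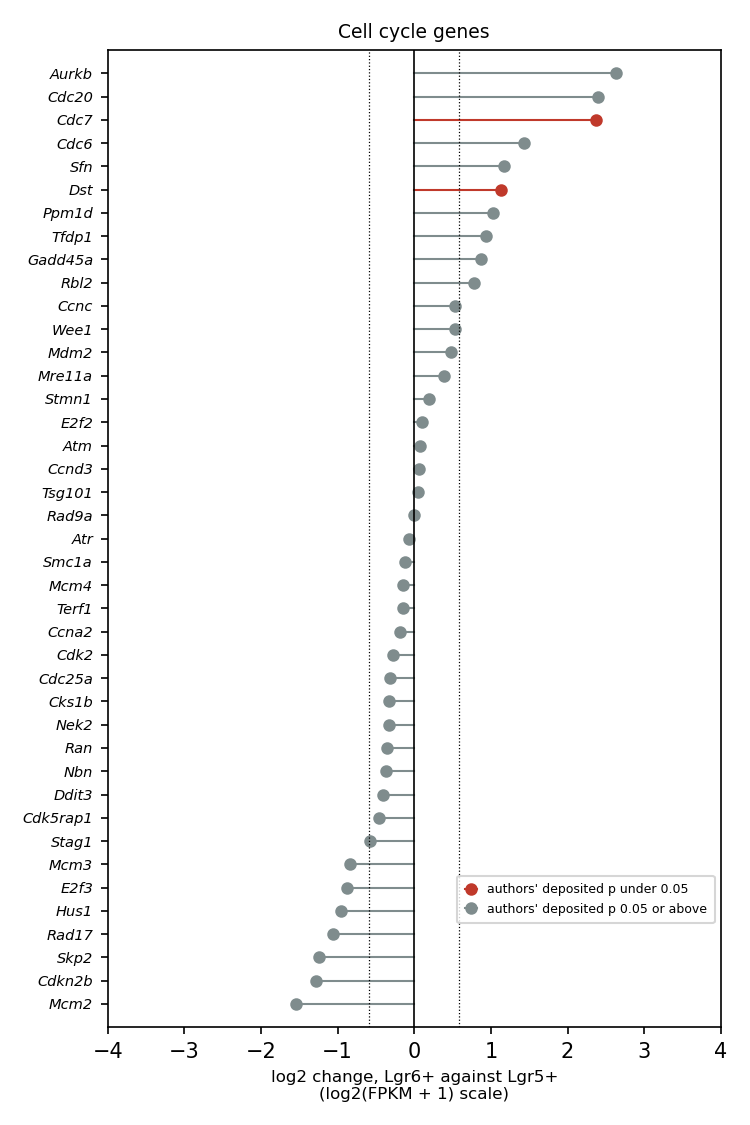
Log2 change of the 41 cell cycle genes of Figure 6A, Lgr6+ against Lgr5+ progenitors, on the log2(FPKM + 1) scale. Each point is 1 gene, dotted lines mark 1.5-fold, and red marks genes with a *p*-value under 0.05 in the authors' deposited table. The points run from -1.54 for *Mcm2* to 2.63 for *Aurkb*, and 2 of the 41 are red.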

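*Dst*, on chromosome 1 from 33908224 to 34308662, had an FPKM of 7.04 in Lgr5+ progenitors and 16.6 in Lgr6+ progenitors, a log2 change of 1.13, with *p* = 0.00075 and *q* = 0.0268 in the authors' deposited table. *Cdc7*, on chromosome 5 from 106964321 to 106984439, had an FPKM of 1.25 in Lgr5+ progenitors and 10.6 in Lgr6+ progenitors, a log2 change of 2.37, with *p* = 0.019 and *q* = 0.234 in the authors' deposited table. *Mcm3*, on chromosome 1 from 20803013 to 20820213, had 2.15 in Lgr5+ progenitors and 0.767 in Lgr6+ progenitors, a log2 change of -0.83. In the authors' deposited table both the *p*-value and the *q*-value of *Mcm3* are 1. *Skp2*, on chromosome 15 from 9111981 to 9197450, had 4.505 in Lgr5+ progenitors and 1.32 in Lgr6+ progenitors, a log2 change of -1.25, with *p* = 0.244 and *q* = 0.608 in the authors' deposited table. *Mcm3* and *Skp2* therefore differed by more than 1.5-fold without passing the condition on the *p*-value. For *Mcm3* this is not a negative test, since it was not counted among the authors' tests.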

*Dst* and *Cdc7* were highly expressed in Lgr6+ HC progenitors (**Figure 6A**), while *Mcm3* and *Skp2* were highly expressed in Lgr5+ HC progenitors (**Figure 6A**). The qPCR data were consistent with the above RNA-Seq results (**Figure 6B**).

**FIGURE 6:**
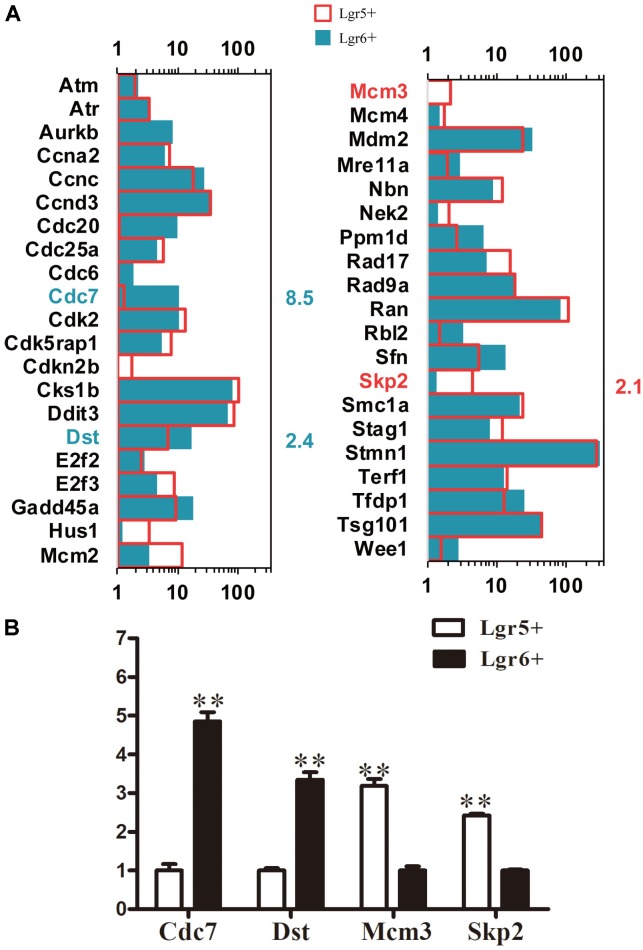
Cell cycle genes in Lgr5+ progenitors and Lgr6+ progenitors. **(A)** The expression of genes involved in the cell cycle in Lgr5+ progenitors and Lgr6+ progenitors. The significantly differentially expressed gene names in Lgr5+ progenitors and Lgr6+ progenitors are labeled in red and blue, respectively. The number in red on the right of each panel represents the fold difference in expression in Lgr5+ progenitors versus Lgr6+ progenitors, and the number in blue on the right of each panel represents the fold difference in expression in Lgr6+ progenitors versus Lgr5+ progenitors. **(B)** q-PCR analysis of the cell cycle genes. ^∗∗^*p* < 0.01, *n* = 3.

### Signaling Pathway Analysis

*Lgr5* and *Lgr6* are both downstream target genes of the Wnt/β-catenin signaling pathway. 

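Figure 7A shows 37 Wnt pathway genes and 41 Notch pathway genes. Of these 78 genes, 9 were differentially expressed by the conditions used here, 3 in the Wnt pathway and 6 in the Notch pathway. By the authors' *q*-value in place of the *p*-value, 5 remained, 2 Wnt genes and 3 Notch genes. Without any *p*-value, 40 of the 78 genes were at least 1.5-fold apart. The Wnt genes had a median log2 change of -0.04, at percentile 37.2 of random lists of the same size matched on mean expression. In the authors' deposited table the *p*-value is 1 for 2 of the Wnt genes and for 5 of the Notch genes.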

We measured the expression levels of genes involved in the Notch and Wnt pathways and found 54 significantly differentially expressed genes between these two HC progenitors (*p* < 0.05, **Figure 7A**). The genes significantly increased in Lgr5+ progenitors compared to Lgr6+ progenitors included *Dkk3*, *Fzd8*, *Sfrp1*, *Hes1, Hes5*, *Hey2*, and *Id1*. 

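*Dkk3*, on chromosome 7 from 112116018 to 112159057, had an FPKM of 154 in Lgr5+ progenitors and 37.2 in Lgr6+ progenitors. Its log2 change of -2.02 was the largest decrease among the Wnt genes shown, and the authors' deposited table lists it at the smallest *p*-value. *Fzd8*, on chromosome 18 from 9212855 to 9216201, had 16.7 and 4.48, a log2 change of -1.70, with *p* = 0.0298 and *q* = 0.298 in the authors' deposited table. *Sfrp1*, on chromosome 8 from 23411501 to 23449632, had 169 and 93.2, a log2 change of -0.85, with *p* = 0.0011 and *q* = 0.0355 in the authors' deposited table. The change of *Sfrp1* was thus the smallest of the 3 Wnt genes, and that of *Fzd8* did not pass by the *q*-value. *Hes1*, *Hes5*, *Hey2* and *Id1* were the 4 Notch pathway genes of the panel that passed toward Lgr5+ progenitors, and *Hey2* did not pass by the *q*-value.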

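Of the 41 Notch pathway genes of Figure 7A, 25 were higher in Lgr6+ progenitors and 16 were higher in Lgr5+ progenitors, and the median log2 change was 0.32. This median lay at percentile 95.7 of random lists of the same size matched on mean expression. It moved to percentile 47.3 with a minimum FPKM of 5 and to percentile 59.0 after quantile normalization. The log2 change was under 1.5-fold for 19 of the 41 genes.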

*Hes1*, *Hes5*, *Hey2*, and *Id1* are target genes of Notch signaling, and this suggests that a lower level of Notch signaling in Lgr6+ progenitors might be responsible for their greater capacity for HC generation. 

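*Mfng*, on chromosome 15 from 78755882 to 78773445, had an FPKM of 46.7 in Lgr5+ progenitors and 157.4 in Lgr6+ progenitors, a log2 change of 1.73. The authors' deposited table gives *p* = 0.00195 and *q* = 0.0540. *Maml2*, on chromosome 9 from 13619988 to 13709533, had 4.66 in Lgr5+ progenitors and 12.7 in Lgr6+ progenitors, a log2 change of 1.27, with *p* = 0.0234 and *q* = 0.260 in the authors' deposited table. Both passed by the *p*-value and neither passed by the *q*-value. The highest log2 change among the Notch genes, 3.55 for *Lmo2*, belonged to a gene that did not pass by the *p*-value.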

The expression of the Notch signaling pathway genes *Maml2* and *Mfng* was significantly greater in Lgr6+ progenitors compared to Lgr5+ progenitors, but only *Mfng* has been reported in the development of the cochlea (Basch et al., 2016). Again, the q-PCR data were consistent with the above RNA-Seq analysis (**Figure 7B**).

**FIGURE 7:**
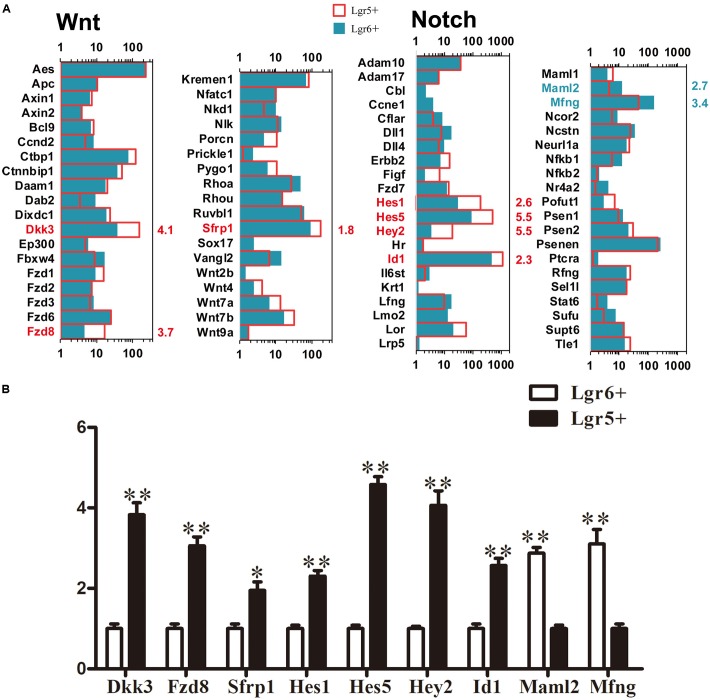
Signaling pathway genes in Lgr5+ progenitors and Lgr6+ progenitors. **(A)** The differentially expressed genes in Lgr5+ progenitors and Lgr6+ progenitors that are involved in the Wnt and Notch signaling pathways. The significantly differentially expressed genes in Lgr5+ progenitors and Lgr6+ progenitors are labeled in red and blue, respectively. The number in red on the right of each panel represents the fold difference in expression in Lgr5+ progenitors versus Lgr6+ progenitors, and the number in blue on the right of each panel represents the fold difference in expression in Lgr6+ progenitors versus Lgr5+ progenitors. **(B)** q-PCR analysis of the Notch and Wnt signaling pathway genes. ^∗∗^*p* < 0.01, *n* = 3.

## Discussion

*Lgr5* and *Lgr6*, which are encoded by Wnt target genes, are markers of adult stem/progenitor cells in many tissues. Lgr5 has been reported to mark stem cells in the small intestine, colon (Barker et al., 2007), stomach (Barker et al., 2010), hair follicle (Jaks et al., 2008), and cochlea (Chai et al., 2012); Meanwhile, in the skin (Snippert et al., 2010), nails (Lehoczky and Tabin, 2015), tongue (Ren et al., 2014), lung (Oeztuerk-Winder et al., 2012), and mammary gland (Blaas et al., 2016), Lgr6 is known to be a stem cell marker.

Our previous studies have reported the expression of Lgr5 (Chai et al., 2011) and Lgr6 (Zhang et al., 2015) in the developing inner ear. The expression of Lgr5 gradually decreases during the development and maturation of the cochlea, and the expression of Lgr5 in the IPs, the IPCs, and the lateral GER gradually disappears as the neonatal cochlea matures; in the adult cochlea, Lgr5 is expressed only in D3s. In the embryotic and neonatal mouse cochlea, Lgr6 is expressed in the IPs. With the maturation of the cochlea, Lgr6 expression is seen in both the IPs and the inner border cells (IBCs) (Zhang et al., 2015). No Lgr6 expression was observed in the mature cochlea (Zhang et al., 2015). Although the expression patterns of Lgr6 and Lgr5 share many differences, as well as some similarities, in the development of the cochlea, in general Lgr6 is expressed in a subpopulation of Lgr5+ progenitors in the embryonic and neonatal cochlea.

Multiple studies have demonstrated that Lgr5 marks the cochlear progenitors (Chai et al., 2012; Shi et al., 2013), and after HC damage Lgr5+ progenitors can generate new cochlear HCs via mitotic regeneration and/or direct differentiation in the neonatal stage (Chai et al., 2012; Shi et al., 2012, 2013; Jan et al., 2013; Cox et al., 2014). Our previous studies showed that Lgr6+ progenitors isolated from neonatal cochleae by flow cytometry are capable of generating HCs *in vitro*, which indicates that Lgr6+ cells are also cochlear HC progenitors (Zhang et al., 2015). However, a detailed comparison between Lgr6+ progenitors and Lgr5+ progenitors has not yet been undertaken. In this study, we found that isolated Lgr6+ progenitors showed a much greater capacity to generate HCs than Lgr5+ progenitors, while Lgr5+ progenitors showed greater capacity for proliferation and sphere-forming compared with Lgr6+ progenitors. In order to explore the detailed mechanisms leading to the differences of Lgr5+ and Lgr6+ progenitors, we analyzed the complete gene expression profiles of these two progenitor populations.

### Differentially Expressed Genes in Lgr5+ Progenitors and Lgr6+ Progenitors

Most of the top 100 differentially expressed genes between these two HC progenitors were not reported in the inner ear before. Five reported genes, including *Hes5*, *Hey2*, *Gata2*, *Fgfr2*, and *Stox1*, were highly expressed in Lgr5+ HC progenitors. *Hes5* and *Hes1* encode two inhibitory basic helix-loop-helix (bHLH) proteins that down-regulate the expression level of prosensory genes, including *Atoh1*, in differentiating cochlear SCs (Kelley, 2006). *Atoh1* is essential for the formation of HCs in the development of the cochlear epithelium (Bermingham et al., 1999), thus the high expression of *Hes5* in Lgr5+ progenitors might suppress the differentiation of progenitors into HCs. Similarly, *Hey2* has been reported to block Atoh1-induced differentiation of SCs into HCs (Doetzlhofer et al., 2009). *Fgfr2* plays a key role in mesenchymal-epithelial signaling during early organogenesis, and *Fgfr2*-null mice have developmental defects in the inner ear (De Moerlooze et al., 2000). *Gata2* is critical for vestibular organ morphogenesis (Haugas et al., 2010). *Stox1* is selectively expressed in the cochlear sensory epithelium, and overexpression of *Stox1* enhances cell proliferation and sphere formation (Nie et al., 2015), suggesting that *Stox1* might be one of the genes leading to the greater proliferation ability of Lgr5+ progenitors. Genes highly expressed in Lgr6+ progenitors compared to Lgr5+ progenitors include *Adk* and *Otoa*. Inhibition of Adk in the cochlea postpones the onset of age-related hearing loss (Vlajkovic et al., 2011). *Otoa* mutations are connected with autosomal recessive deafness type 22 (Zwaenepoel et al., 2002). Other than these, the rest of the top 100 differentially expressed genes have not been reported and their roles in the sensory epithelium need further research in the future.

### Transcription Factor Analysis

We examined 1,301 TF genes and found 54 significantly differentially expressed TF genes. Some reported TF genes, including *Hes1*, *Hes5*, *Hey2*, *Sox4*, *Id1*, and *Nr2f1*, are highly expressed in the Lgr5+ progenitors compared to Lgr6+ progenitors. *Sox4*, which is a member of the *SoxC* family of TF genes, has effects on the proliferation and differentiation process of the prosensory epithelium, and enhanced expression of *SoxC* genes restores proliferation in the adult utricular sensory epithelia (Gnedeva and Hudspeth, 2015). To confirm the qPCR verification of Sox4 expression, we also performed immunostaining experiments using the Sox4 antibody. We found that Sox4 was expressed in all of the SCs, including the first row of Deiters’ cells (DC1), the second row of Deiters’ cells (DC2), DC3, IPs, outer pillar cells(OPs), the lesser epithelial ridge (LER) and the GER in P3 cochlea, and there was no obvious expression difference between DCs and IPs in our immunostaining result (**Supplementary Figure S3**). However, immunostaining is not an accurate method to quantify the exact expression level of the protein. Id proteins are bHLH factors that inhibit cell differentiation and promote cell proliferation by negatively regulating many bHLH TFs, including Math1 (Benezra et al., 1990; Norton, 2000). *Id1* promotes the proliferation of OC1 cells and is involved in cochlear development (Ozeki et al., 2007). *Nr2f1* is expressed during cochlear development prior to and during the differentiation process of HCs and SCs (Tang et al., 2006). *Nr2f1* deficiency results in supernumerary HCs and SCs in the cochlear duct (Tang et al., 2006). In general, these reported TF genes that have higher expression in Lgr5+ progenitors are involved in cell proliferation and prosensory epithelial differentiation, and upregulation of these TF genes inhibits the differentiation of SCs into HCs. This might explain why the Lgr6+ progenitors have greater HC differentiation ability compared to Lgr5+ progenitors. 

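As a ratio of FPKM, expression in Lgr5+ progenitors was 5.51 times that in Lgr6+ progenitors for *Hes5* and 5.47 times for *Hey2*. The ratio was 2.596 for *Hes1*, 2.59 for *Sox4*, 2.35 for *Id1* and 2.197 for *Nr2f1*. *Sox2*, the SC marker used to characterize the sorted cells, had an FPKM of 139.6 in Lgr5+ progenitors and 54.8 in Lgr6+ progenitors, a ratio of 2.55. From the higher expression in Lgr5+ progenitors of TF genes that inhibit the differentiation of SCs into HCs, the paper proposes an explanation for the greater HC differentiation ability of Lgr6+ progenitors.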

Among the previously characterized TFs, *Esr2* is highly expressed in Lgr6+ progenitors compared to Lgr5+ progenitors. *Esr2* plays a role in preventing age-related hearing loss (Simonoska et al., 2009). However, the majority of the significantly differentially expressed TF genes need to be studied in detail in the inner ear.

### Cell Cycle Analysis

Two cell cycle-related genes, *Mcm3* and *Skp2,* are highly expressed in Lgr5+ progenitors. *Skp2* plays a critical role in cell proliferation and differentiation of the developing auditory system. *Skp2* positively regulates the G1-S transition through regulating p27 and thus triggers the proliferation of quiescent cochlear precursor cells (Dong et al., 2003; Minoda et al., 2007); however, during differentiation Skp2 expression is down-regulated in the auditory epithelia. This suggests that up-regulation of Skp2 might result in the significantly higher proliferation seen in Lgr5+ progenitors compared to Lgr6+ progenitors. In this study, we also found that some positive regulatory genes of the cell cycle (*Ccna2*, *Ccnd3*, *Ran*, *Stmn1*, and *Smc1a*) and negative regulatory genes of the cell cycle (*Cadkrap1* and *Mdm2*) are expressed in cochlear Lgr5+ progenitors and Lgr6+ progenitors. These newly discovered cell cycle regulatory genes need detailed characterization in the future.

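All 7 of these genes had an FPKM of at least 1 in both populations and none differed by 1.5-fold on the log2(FPKM + 1) scale. *Stmn1* had the highest FPKM, 279.7 in Lgr5+ progenitors and 319 in Lgr6+ progenitors, a log2 change of 0.19. *Ran* had 109 and 84.9, a log2 change of -0.36. *Ccnd3* had 35.01 and 36.7, and *Smc1a* had 24.4 and 22.3. The FPKM of *Ccna2* was 7.13 in Lgr5+ progenitors and 6.17 in Lgr6+ progenitors. *Mdm2* had 23.5 and 33.0, a log2 change of 0.47. The gene printed as *Cadkrap1* was read as *Cdk5rap1*, the name in Figure 6A, and had 7.93 and 5.502, a log2 change of -0.46 that reached -0.59 after quantile normalization. The *p*-values of these genes in the authors' deposited table run from 0.237 for *Mdm2* and *Ran* to 0.916 for *Ccnd3*.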

### Signaling Pathway Analysis

Most of the genes for the Wnt and Notch signaling factors are expressed at similar levels in Lgr5+ progenitors and Lgr6+ progenitors. 

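Among the Wnt and Notch pathway genes of Figure 7A, 38 of 78 differed by less than 1.5-fold and 57 of 78 by less than 2-fold on the log2(FPKM + 1) scale. Within the Wnt genes 30 of 37 differed by less than 2-fold, and within the Notch genes 27 of 41. An FPKM of at least 1 in both populations was reached by 35 of the Wnt genes and 36 of the Notch genes.

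**Figure D2:**
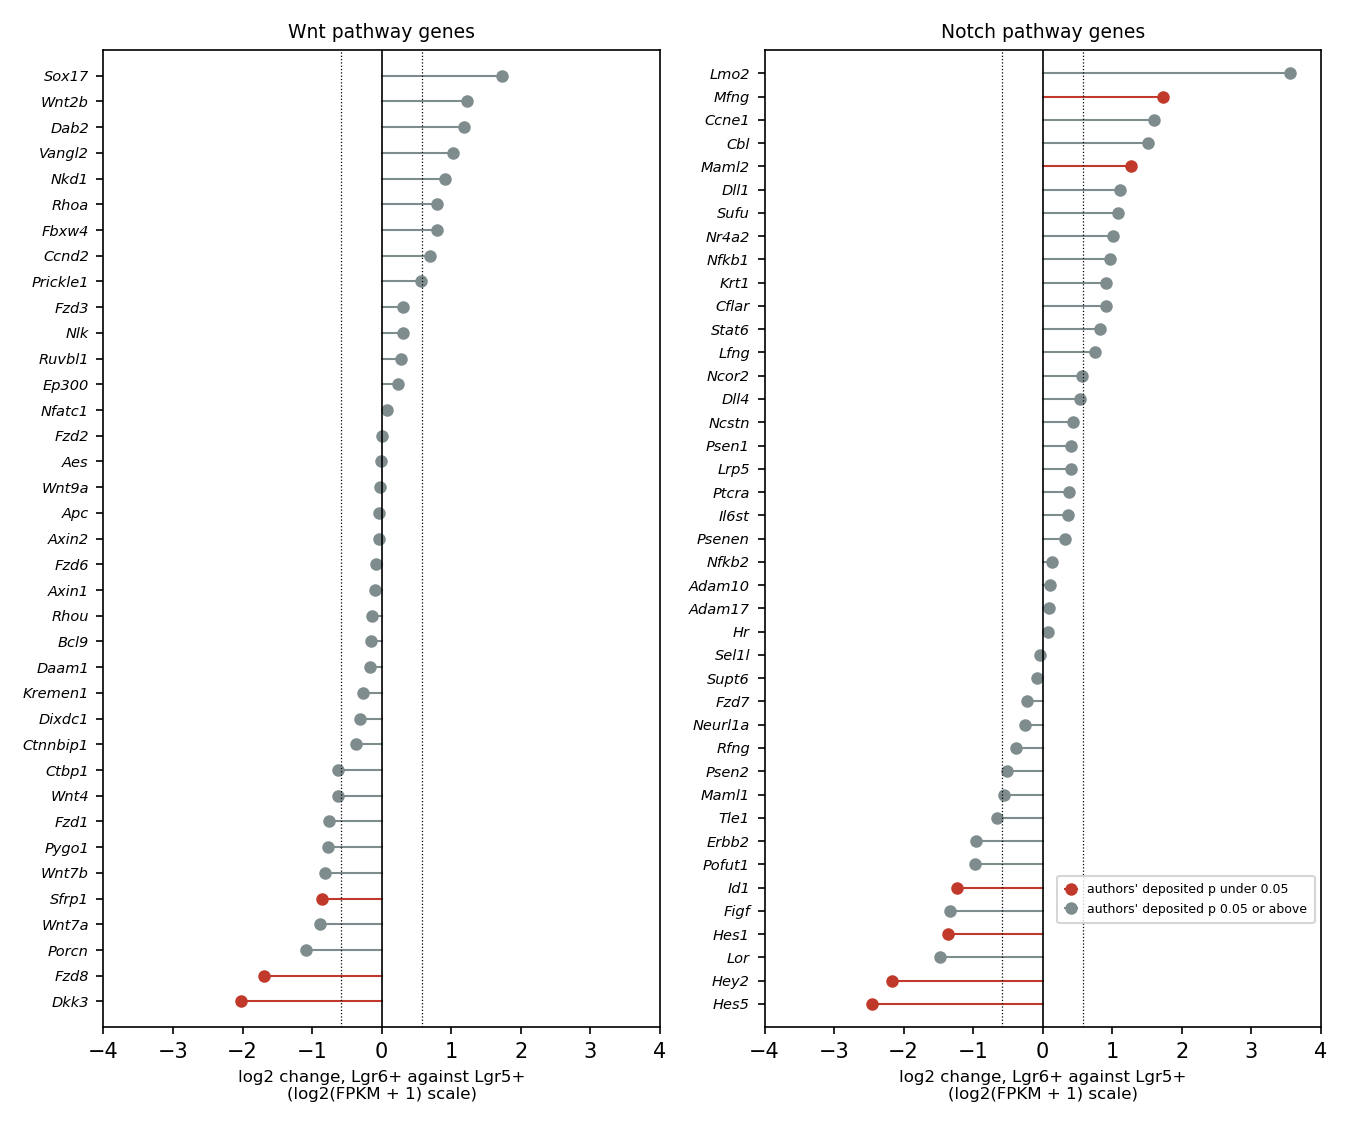
Log2 change of the 37 Wnt and 41 Notch pathway genes of Figure 7A, Lgr6+ against Lgr5+ progenitors, on the log2(FPKM + 1) scale. Each point is 1 gene, dotted lines mark 1.5-fold, and red marks genes with a *p*-value under 0.05 in the authors' deposited table. The Wnt genes run from -2.02 for *Dkk3* to 1.73 for *Sox17*, the Notch genes from -2.45 for *Hes5* to 3.55 for *Lmo2*, and 3 and 6 points are red.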

*Dkk3*, *Fzd8*, and *Sfrp1*, which are Wnt signaling pathway-related genes, have higher expression levels in Lgr5+ progenitors. *Dkk3* encodes a secreted protein that can interact with the Wnt signaling pathway and thus plays important roles in embryonic development processes (Ang et al., 2004; Diep et al., 2004). *Sfrp1* can directly interact with frizzled (Bafico et al., 1999) and activate Wnt/β-catenin signaling (Uren et al., 2000). *Fzd8*, a Wnt receptor that can activate both the canonical Wnt/β-catenin pathway and non-canonical Wnt signaling pathway, is reported to regulate the polarity and motility of neuroblasts (Kikuchi et al., 2007). However, the functions of *Dkk3*, *Fzd8*, and *Sfrp1* in the cochlea require further studies in greater detail. *Hes5*, *Hes1*, *Hey2*, and *Id1*, which are Notch signaling-related genes, have higher expression levels in Lgr5+ progenitors. The functions of these genes have been discussed above. The increased expression of *Hes1*, *Hes5*, and *Hey2* in Lgr5+ progenitors might suppress the differentiation of Lgr5+ progenitors into HCs (Doetzlhofer et al., 2009). *Id1* was shown to positively regulate the proliferation of cochlear sensory epithelial cells (Ozeki et al., 2007), and the upregulation of *Id1* in Lgr5+ progenitors might promote the proliferation of Lgr5+ progenitors. The Notch signaling pathway-related genes that have higher expression levels in Lgr6+ progenitors include *Mam2* and *Mfng*. *Mfng*, which is one of the Notch modifiers, is transiently expressed specifically in the future inner HC region and is required to regulate the differentiation of inner HCs and IPCs (Basch et al., 2016), but the functions of *Mam2* in the inner ear need to be studied further. Activating Wnt signaling can enhanced SC proliferation (Chai et al., 2012; Shi et al., 2014), while inhibiting the Notch pathway can promote HC differentiation and activating the Notch pathway can lead to the overproduction of SCs (Kiernan, 2013). Our results suggest that it might be the combined functions of Wnt and Notch signaling that lead to the increased proliferation capacity of Lgr5+ progenitors and the increased differentiation capacity of Lgr6+ progenitors (Murata et al., 2012; Munnamalai and Fekete, 2013).

## Conclusion

Our results show that compared to the Lgr5+ progenitors, Lgr6+ progenitors have significantly greater capacity to generate HCs and thus are an enriched HC progenitor population, while Lgr5+ progenitors have greater capacity to proliferate than Lgr6+ progenitors. Furthermore, our RNA-Seq data provide a handful of genes that might play roles in the proliferation and differentiation of cochlear progenitors, and these data will be very useful in designing strategies for promoting hair cell regeneration and hearing loss therapy.

## Data Accession

The raw data are available on NCBI GEO database, accession number GSE114034.

## Author Contributions

YZ, HL, and RC designed the study. YZ, LG, and XL performed the laboratory experiments. YZ, HL, RC, LG, XL, YC, SZ, MT, SS, and LZ contributed to critical discussion and data analysis. YZ, HL, LG, YC, and RC wrote the paper. All authors read and approved the final manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Characterization of Lgr6+ Cells as an Enriched Population of Hair Cell Progenitors Compared to Lgr5+ Cells for Hair Cell Generation in the Neonatal Mouse Cochlea
**Source:** Front Mol Neurosci. 2018 May 14;11:147. doi: 10.3389/fnmol.2018.00147
**Supplement:** TABLE S1 — The Primers for the q-PCR assay.

| Gene   | Forward sequence               | Reverse sequence              |
|--------|--------------------------------|-------------------------------|
| Lgr6   | GTA TGA ACA ACC TCA CGG AGC    | TTG GAG GCC AGA GAA TGC C     |
| Sox2   | ATG AAC GGC TGG AGC AAC GGC A  | TCA CAT GTG CGA CAG GG GCA GT |
| Lgr5   | TCT TCA CCT CCT ACC TGG ACC T  | GGC GTA GTC TGC TAT GTG GTG T |
| Brn3.1 | CCC AAA TTC TCC AGC CTA CAC    | GGC GAG ATG TGC TCA AGT AAG T |
| Hes1   | ACG ACA CCG GAC AAA CCA        | ATG CCG GGA GCT ATC TTT CT    |
| Hes5   | TGC TCA GTC CCA AGG AGA AA     | AGC TTG GAG TTG GGC TGG T     |
| Nr2f1  | AAT ACT GCC GCC TCA AGA AG     | CGC AGC AGC AGA GAA ATG TA    |
| Skp2   | GCT GCC CTC GGT CCT TTA T      | TTG G AGC ACT CGG ACA GAA T   |
| Id1    | CCT GCT CTA CGA CAT G AA CG    | TTC AGA CTC CGA GTT CAG CT    |
| Dkk3   | CAA AGG TGG CAA TGG GAC C      | CAG TTC CCA GGT GAT GAG A     |
| Cdc7   | TGC T TG CCG TAT CTG GAA CA    | CCA AAC CGA AGT CCA CCA AG    |
| Mfng   | ACC GTG ATG TCT ATG TGG GC     | TGA GAG CAG AAG TGT CCA CA    |
| Dst    | CCA CGT GGT CAC TAT GTC CG     | CGA TGA TGA GTT T GC CCC AC   |
| Sox4   | AC ACC CTG CCG ACA AGA AA      | TCC ATC TTC GTA CAA CCC CA    |
| Hey2   | GAT CAT TTG AAG ATG CTC CAG G  | TCA AGC ACT CTC GGA ATC CA    |
| Fzd8   | CTG GCA TGA AGT GGG GTA ATG    | CGT AGG TTG TCA AGG CTC TG    |
| Esr2   | TTG TGC CAG CCC TGT TAC TA     | ACT GAT TCG TGG CTG GAC A     |
| Mcm3   | TGG AGC GGG AAC TTG AAA AC     | CAA AGC ACG TAC CGC AGA AG    |
| Maml2  | GGT CAC CCT TAC AAC TTC AGC    | GGA CTG CTG GGA GTT CAT GT    |
| Sfrp1  | AC CAC GGA AGC CTC TAA GC      | AGG GTT TCT TCT TCT TGG GGA   |
| Gapdh  | AAC GGG AAG CCC ATC ACC ATC TT | CAG CCT TGG CAG CAC CAG TGG   |

How the deposited data were processed for this re-analysis (not part of the article)

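RNA-Seq values of FACS-isolated Lgr5+ and Lgr6+ cochlear progenitors at postnatal day 3 were analysed from the table that the authors deposited. The paper states that nearly 10000 sorted cells were used for each library and that the RNA of each population was split into 3 fractions for separate replicates, while the sample labels list 2 libraries per population, 4 in all. The libraries were made by the authors with the SMART-Seq v4 Ultra Low Input RNA Kit and sequenced as paired-end reads. The authors trimmed the reads with Trimmomatic, mapped them to the mouse genome with TopHat, annotated genes with RefGene and calculated FPKM with Cufflinks, and the paper's text gives no versions of these programs. The paper names mm9 as the genome, whereas the gene positions in the deposited table match GRCm38. Each FPKM value that the authors deposited is a combined value of a population, normalized for transcript length and for the number of mapped fragments. Each p-value and q-value was calculated by the authors in their Cufflinks comparison of the populations and was taken from the deposited table as it stands.

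Before the data were examined, the design was a limma fit on log2(FPKM + 1) of the 4 samples, with camera for the gene panels, a replicate block and the leaving out of each replicate as alternatives. The deposited table holds 1 value per population and not per sample, so neither limma nor camera was run. In their place a gene was counted as differentially expressed when it was kept, differed by at least 1.5-fold on the log2(FPKM + 1) scale and had a *p*-value under 0.05 in the authors' deposited table. The filter that had been set as an FPKM of at least 1 in at least 2 of the 4 samples became an FPKM of at least 1 in at least 1 of the 2 populations. These replacements were chosen after the shape of the table was seen. No *p*-value was calculated here. For lists of genes, the median log2 change was given as a percentile among 10000 random lists of the same size, in which each member was drawn from the 200 kept genes nearest to it in mean log2(FPKM + 1). Lists outside the central 95%, from percentile 2.5 to percentile 97.5, were described as standing apart in these libraries.

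The alternatives were a pseudocount of 0.1, no filter on low values, a minimum FPKM of 5, quantile normalization, scaling to the same upper quartile, a ratio of FPKM without a pseudocount, a 2-fold threshold and the authors' *q*-value in place of the *p*-value. An FPKM of at least 1 in both populations was added after seeing the data. Genes were named in the text by a rule, which took every gene that the paper names from the RNA-Seq, the sorting and identity genes, the 5 differentially expressed genes with the largest log2 change in each direction, and lists of cell type marker genes. The rule also asked that the samples of one population all exceed those of the other, which was not tested here. *Malat1*, *Ftl1* and the genes at the ends of the panels' ranges were named after their values were seen.

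The calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. They were tested on simulated data. These started, for 13436 genes, from the geometric mean of the populations on the FPKM + 1 scale. Of these genes, 200 were changed 2-fold, and noise with a log2 SD of 0.2 was added to all. The changed genes were drawn only from genes of higher FPKM, so recovery at low FPKM was not tested. At the 1.5-fold threshold 176 of the 200 changed genes were recovered, against 183.3 expected from the noise, and 520 of 13236 unchanged genes passed. Of 200 simulated lists of 40 genes without a shift, 11 lay outside the central 95%, and all 50 lists shifted by 0.3 on the log2 scale lay above percentile 97.5. The cell type marker lists are shorter, and percentiles of lists of their size were not tested in this way.

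The deposited table holds no counts, and the paper gives only a range of reads and of mapping rates over the samples. The depth of each single library is therefore unknown and no counting intervals are given. The steps were not checked against the paper's range. The steps of the low FPKM values give a relative depth of the combined values. Whether a step is 1 fragment of 1 library or a share of several libraries is not known. The list of all TF genes that were examined, the Supplementary Figures and the q-PCR, culture and staining data were not analysed here.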

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

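The tests of sequencing depth, GC content, transcript length, RNA from other cells and the reporter allele in this part were chosen only after the results they bear on had been seen, whereas the tests of scaling were set first. The differences have no replicate check, so each explanation is a hypothesis about these combined values. The cell type lists were written before the values were seen but after Fig. 4 was, so the genes shown in Fig. 4 were left out of the lists that were tested.

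The *Lgr5* transcript, which the paper does not report from the RNA-Seq, was higher in Lgr6+ progenitors. *Lgr5*, on chromosome 10 from 115450313 to 115587780, had an FPKM of 9.65 in Lgr5+ progenitors and 25.0 in Lgr6+ progenitors, a log2 change of 1.29, and the authors' deposited table gives *p* = 0.0112 and *q* = 0.169. *Lgr6* had 2.06 and 2.903, with *p* = 0.716 in the authors' deposited table. If a step is 1 fragment, a lower sequencing depth of the Lgr5+ values is not a candidate explanation for *Lgr5*. At the Lgr6+ level the Lgr5+ value would hold 876.9 steps. Here and below the steps bear on sequencing depth only, since they do not show how many cDNA molecules were present before amplification. The log2 change was 1.26 after quantile normalization. Removing the median of genes of like GC content gave 1.26, and the same for transcript length gave 1.29, but these corrections shift no gene by more than 0.0892 and 0.0498 on the log2 scale, so they were too small to remove the difference and test nothing here. In the Lgr5-EGFP-IRES-CreERT2 mice a reporter sits in an *Lgr5* allele, which could lower the transcript in Lgr5+ progenitors. By the same reasoning *Lgr6* could be lower in Lgr6+ progenitors, yet its log2 change was 0.35, or 0.0784 after quantile normalization, and enrichment of *Lgr6* by sorting would act against such a decrease. A reporter in 1 of 2 alleles would at most halve the transcript, while the ratio of FPKM was 2.59 for *Lgr5*. The combined values have no known spread, so this ratio does not exclude the allele as the whole cause. How much of the higher *Lgr5* value is due to the allele cannot be told from these values. The biological alternative, that cells with Lgr6 hold more *Lgr5* transcript than Lgr5+ progenitors on average, was not tested.

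Marker genes of macrophages and of endothelial cells, which the paper does not discuss, were higher in Lgr6+ progenitors. The 4 kept macrophage genes had a median log2 change of 3.98, at percentile 100 of matched random lists. The size of this change is set in part by the added 1, since 4 of the 5 macrophage genes were listed at 0 in Lgr5+ progenitors. *Aif1* had an FPKM of 26.6 in Lgr6+ progenitors and *Csf1r* had 1.29, whereas *Ptprc*, the gene of this list that was not kept, had 0.00814. The 4 endothelial genes not shown in Fig. 4 had a median log2 change of 2.52, at percentile 99.99. *Cldn5* rose from 2.95 to 27.3, with *p* = 0.0771 in the authors' deposited table, so it did not pass. *Csf1r* did not pass either, but it was not counted among the authors' tests. Of the genes not shown in Fig. 4, 2 macrophage and 2 endothelial genes were differentially expressed toward Lgr6+ progenitors. By the *q*-value 2 and 1 of these remained. Both lists stayed above percentile 97.5 under the 5 settings tried, which were added after seeing the data, with lowest percentiles of 99.94 and 99.1. Sequencing depth alone would leave 150.7 expected steps in the Lgr5+ values at the Lgr6+ level, against a median of 2.95 observed. The median log2 change of the 8 genes was 2.84, and 2.53 after quantile normalization, so scaling did not remove the difference. The corrections for GC content and transcript length gave 2.89 and 2.83, and were again too small to have removed it. A candidate explanation is RNA from cells outside the sensory epithelium in the Lgr6+ sample, and 2 of 5 lists of such cells lay above percentile 97.5. These 2 are the macrophage and endothelial lists themselves, so the count is no separate support, and none of the other 3 lists lay above it without the genes of Fig. 4. Glia and mesenchyme genes not shown in Fig. 4 lay at percentiles 70.2 and 66.0. With the genes of Fig. 4, which are there for their large differences, the glia list had a median log2 change of 1.45 at percentile 99.99 and the mesenchyme list 1.60 at percentile 100, with 3 and 4 genes differentially expressed toward Lgr6+ progenitors and 0 toward Lgr5+ progenitors. Erythroid genes went the other way, at percentile 0, with a median log2 change of -4.36 without the genes of Fig. 4 and -2.78 with them. Carry-over of macrophages and endothelial cells into the Lgr6+ sample was thus not tested separately, and the difference cannot be told apart from it.

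Hair cell marker genes were higher in Lgr6+ progenitors beyond those that Fig. 4 shows. The 7 hair cell genes not shown there had a median log2 change of 0.74, at percentile 99.15, and 3 of the 7, *Gfi1*, *Otof* and *Myo7a*, were differentially expressed toward Lgr6+ progenitors, of which 1, *Otof*, has a *q*-value under 0.05 in the authors' deposited table. *Otof* had an FPKM of 41.6 in Lgr5+ progenitors and 171 in Lgr6+ progenitors, while *Pvalb* had 477 and 408, an order that reversed after quantile normalization. The percentile ranged from 98.2 to 99.9 over the 5 settings tried. At the Lgr6+ level the Lgr5+ values would hold 1499.9 steps, so sequencing depth is an unlikely source. The median was 0.68 after quantile normalization. Over the 6 genes with a known transcript the median was 0.69 uncorrected, 0.69 after the correction for GC content and 0.72 after that for transcript length, so neither correction tests the difference. RNA from hair cells in the Lgr6+ sample and expression of hair cell genes by the Lgr6+ progenitors themselves would both place the list above percentile 97.5, so the combined values cannot separate them. The paper reports that sorted cells showed no staining for Myo7a, while the FPKM of *Myo7a* was 19.3 in Lgr5+ progenitors and 47.0 in Lgr6+ progenitors.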

How the results depend on the processing

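No paired analysis was possible because the deposited table holds 1 combined value per population and carries no replicate numbers. For the same reason the replicate block, the fit without an intensity trend and the leaving out of each replicate were not run. Summing genes that share a symbol was not run because all 23997 symbols are distinct. The setting with an FPKM of at least 1 in both populations, the ratio of FPKM without a pseudocount as applied to the differentially expressed genes, and the settings for the marker lists were chosen after seeing the data. The *p*-values are the authors' and stay fixed under each setting, so the numbers of differentially expressed genes move only through the fold and the filter, and their stability is not a test of the *p*-values.

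The 12 summary results gave 82 comparisons with an alternative, and 71 of them stayed within 1.5 times the value first reported or on the same side of the central 95% of random lists. The other 11 moved, and the cause was not tested. With the authors' *q*-value in place of the *p*-value, 195 genes were higher in Lgr5+ progenitors in place of 801 and 234 in Lgr6+ progenitors in place of 861. The same change left 14 of the 54 TF genes, 1 cell cycle gene in place of 2 and 3 Notch genes in place of 6, while the Wnt genes went from 3 to 2. At 2-fold in place of 1.5-fold and without any *p*-value, 1575 genes were higher in Lgr5+ progenitors and 2443 in Lgr6+ progenitors, in place of 3136 and 3826. With the condition on the *p*-value, 2-fold left 530 and 759 differentially expressed genes, which was not among the 82 comparisons. The number at least 1.5-fold higher in Lgr6+ progenitors was 2415 with a minimum FPKM of 5 and 2392 with an FPKM of at least 1 in both populations. The latter setting also left 554 differentially expressed genes higher in Lgr6+ progenitors and 218 genes with a *q*-value under 0.05 in the authors' deposited table, in place of 429.

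With a minimum FPKM of 5, 740 differentially expressed genes were higher in Lgr5+ progenitors and 665 in Lgr6+ progenitors, so the larger side depended on the filter. Quantile normalization moved the share of 1.5-fold differences that were higher in Lgr6+ progenitors from 55.0% to 48.8% and the median log2 change of all kept genes from 0.03 to -0.02. The percentile of the cell cycle genes ranged from 18.3 to 34.8 and that of the Wnt genes from 25.7 to 37.7 over the alternatives run on them. The Notch genes ranged from 47.3 to 96.2, inside the central 95% throughout.

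For 89 named genes, 343 values were recomputed, and 332 kept their direction and their side of 1.5-fold. Under quantile normalization the log2 change of *Pvalb* went from -0.22 to 0.0554 and that of *Cryab* from -0.35 to 0.0637, and the cause was not tested. Of the other values, 3 fell under 1.5-fold and 6 reached it. Depth limits the genes of low FPKM most. The Lgr5+ values of *Mcm3* and *Cdc7* correspond to 46.6 and 28.4 steps, against 4213 for *Hes5*, so the differences of *Mcm3* and *Cdc7* rest on far fewer fragments if a step is 1 fragment.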

Differences from the paper's values

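The paper's number of significantly differentially expressed cell cycle genes is 4, and 2 were found here. In the authors' deposited table the *p*-value, which stays fixed under each setting, is under 0.05 for only 2 of the 41 genes, which sets the upper limit under every setting. The alternatives set before the data were examined gave 2 as well, or 1 with the authors' *q*-value, and none was able to close the gap. An FPKM of at least 1 in both populations and the ratio of FPKM, both chosen after seeing the data, also gave 2.

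The paper's results text gives 54 significantly differentially expressed genes for the Notch and Wnt pathways, while its abstract gives 9 cell signaling pathway genes. In the abstract 54 is the number of transcription factors. Here 9 of the 78 genes of Fig. 7A were found, which is the abstract's number for pathway genes. Only these 9 have a *p*-value under 0.05 in the authors' deposited table, so 9 is the upper limit here. None of the alternatives set before the data were examined reached 54, and they gave 9 or, with the authors' *q*-value, 5. The settings chosen after seeing the data gave 9.

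A fold difference of about 2.1 was read by eye for *Skp2* in Fig. 6A, but the number sits near the row of *Smc1a*. The bars of *Skp2* in the figure match the deposited FPKM values, whose ratio was 3.42. Whether 2.1 is the paper's value for *Skp2*, and so whether there is a gap, is therefore not settled. With the alternatives set before the data were examined, the ratio was 5.36 after quantile normalization and 3.42 after upper-quartile scaling. It was 3.24 with a pseudocount of 0.1, and none of these came within 1.5 times 2.1. With a pseudocount of 1 the ratio was 2.37, within 1.5 times 2.1. That setting for this measure was chosen after seeing the values. The same setting took *Cdc7* from 8.499, against about 8.5 in Fig. 6A, read by eye, to 5.16, which is not within 1.5 times the figure's. For the other genes named in the text with a fold in a figure, 19 in all with *Skp2*, the ratio of FPKM without a pseudocount was within 1.5 times the figure's.

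The paper's numbers of differentially expressed genes, 1157 in Lgr5+ progenitors and 862 in Lgr6+ progenitors, stand beside 801 and 861 here, which is within 1.5 times for both. The paper has the larger number in Lgr5+ progenitors, whereas here the larger number was in Lgr6+ progenitors. The order was as in the paper with a minimum FPKM of 5, at 740 and 665, and with an FPKM of at least 1 in both populations, chosen after seeing the data, at 705 and 554. Several minimum FPKM values were tried, but the paper's number for Lgr5+ progenitors was out of reach of every setting, since only 834 genes higher there have a *p*-value under 0.05 in the authors' deposited table.

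The paper states that *Mcm3* and *Skp2* are significantly higher in Lgr5+ progenitors and that its q-PCR of cell cycle genes gave the same picture. The q-PCR values were not analysed here, so what follows bears on the RNA-Seq only. *Mcm3* and *Skp2* both had the higher FPKM in Lgr5+ progenitors, with log2 changes of -0.83 and -1.25. The authors' deposited table lists *p* = 0.244 for *Skp2* and *p* = 1 for *Mcm3*, which was not counted among the authors' tests. No setting was thus able to make either differentially expressed, and for *Mcm3* this is not a negative test. The paper names mm9 as the reference genome, while 99.1% of the deposited gene positions overlapped the gene in GRCm38 and 12.8% in NCBIM37.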

Other observations

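Both tests in this part were set before their results were seen, after the patterns themselves had been seen. No biological explanation was tested for either pattern.

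Genes of low FPKM were more often higher in Lgr6+ progenitors. When the kept genes were ranked by mean log2(FPKM + 1) and split into 10 groups of equal size, the median log2 change went from 0.97 in the lowest group, where 68.1% of genes were higher in Lgr6+ progenitors, to -0.25 in the highest group, where 32.4% were. Across genes, which are not independent replicates, Spearman's rho was -0.208. The relation with GC content was weaker, with rho of -0.0589, and that with transcript length was near 0, with rho of -0.00103. The steps of the low values were 3.19 times larger in Lgr5+ progenitors, so a lower depth of the Lgr5+ values may have left more weakly expressed genes at 0 there. Among the 10636 genes with at least 30 expected steps in both populations, the 1064 genes of lowest mean expression, 1 group of 10, had a median log2 change of 0.25. The tilt was smaller among these genes but was still present. They also have higher FPKM than the genes left out, so the tilt cannot be told apart from an effect of depth. This bears on the number of genes higher in Lgr6+ progenitors, since 307 genes with a *p*-value under 0.05 in the authors' deposited table had an FPKM under 1 in Lgr5+ progenitors, against 96 with an FPKM under 1 in Lgr6+ progenitors.

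Ribosomal protein genes were lower in Lgr6+ progenitors. The 76 kept genes for cytoplasmic ribosomal proteins had a median log2 change of -0.72, at percentile 0 of matched random lists, whose own median was -0.26, and 73 of them were lower in Lgr6+ progenitors. They held 21.5% of the summed FPKM in Lgr5+ progenitors and 15.4% in Lgr6+ progenitors. A candidate explanation is the scaling of the FPKM values, in which a few abundant genes take a large share. After quantile normalization the median log2 change was -0.29, still at percentile 0, so scaling accounts for part of the difference at most under this test, and the rest cannot be told apart from library composition.

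Neuron marker genes not shown in Fig. 4 had a median log2 change of -0.23 at percentile 22.7, and the full list had -0.05 at percentile 34.9, both inside the central 95%. Supporting cell marker genes had a median log2 change of -0.63 at percentile 5.15, inside the central 95%, and 2 of the 6 were differentially expressed toward Lgr5+ progenitors. *Atoh1* had an FPKM of 30.9 in Lgr5+ progenitors and 36.4 in Lgr6+ progenitors, with *p* = 0.647 in the authors' deposited table. *Pou4f3*, which encodes Brn3.1, had 31.0 and 49.0, with *p* = 0.463 in the authors' deposited table.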
